# Environmental sensing by mature B cells is controlled by the transcription factors PU.1 and SpiB

**DOI:** 10.1038/s41467-017-01605-1

**Published:** 2017-11-10

**Authors:** Simon N. Willis, Julie Tellier, Yang Liao, Stephanie Trezise, Amanda Light, Kristy O’Donnell, Lee Ann Garrett-Sinha, Wei Shi, David M. Tarlinton, Stephen L. Nutt

## Abstract

Humoral immunity requires B cells to respond to multiple stimuli, including antigen, membrane and soluble ligands, and microbial products. Ets family transcription factors regulate many aspects of haematopoiesis, although their functions in humoral immunity are difficult to decipher as a result of redundancy between the family members. Here we show that mice lacking both PU.1 and SpiB in mature B cells do not generate germinal centers and high-affinity antibody after protein immunization. PU.1 and SpiB double-deficient B cells have a survival defect after engagement of CD40 or Toll-like receptors (TLR), despite paradoxically enhanced plasma cell differentiation. PU.1 and SpiB regulate the expression of many components of the B cell receptor signaling pathway and the receptors for CD40L, BAFF and TLR ligands. Thus, PU.1 and SpiB enable B cells to appropriately respond to environmental cues.

## Abstract (web summary)

Although important for early development, PU.1 is dispensable for mature B cell function, possibly owing to compensation by the related transcription factor SpiB. Here the authors show PU.1 and SpiB are collectively required for humoral immunity, through regulation of germinal centre formation and plasma cell differentiation.

## Introduction

Antibody-mediated immunity relies on the ability of B cells to respond to multiple environmental stimuli including antigen, Toll-like receptor (TLR) ligands, and T-cell-derived help, including CD40L and the cytokines interleukin-4 (IL-4) and IL-21. The survival of mature B cells and plasma cells also depends on members of the tumor necrosis factor receptor superfamily (TNFRSF), including the B-cell-activating factor receptor (BAFF-R)^1^. Mature B cells, including follicular and marginal zone (MZ) B cells, are quiescent and relatively long lived. After exposure to cognate antigen, B cells re-enter the cell cycle and undergo multiple rounds of division, as well as initiating immunoglobulin class switch recombination (CSR)^2^. Proliferating B cells have the potential to differentiate into short-lived plasmablasts that provide the immediate, but low affinity, antibody that is important early in the immune response. Alternatively, in response to antigen and T cell help, activated B cells can enter a structure termed the germinal center (GC), where they undergo clonal amplification and somatic hypermutation and differentiation into plasma cells that secrete high-affinity antibodies^2^. GCs also produce memory B cells that can rapidly differentiate into plasma cells upon re-exposure to antigen.

A complex network of transcription factors controls each aspect of the B cell response to antigen. This network includes factors that are essential for B cell proliferation and the GC response, including PAX5, BACH2, IRF4/BATF, IRF8, NFκB, E-proteins (E2A, E2-2) and Oct2/OBF1, whereas a smaller group, including high concentrations of IRF4, BLIMP-1/PRDM1, ZBTB20 and XBP1, are required for plasma cell differentiation and antibody production (reviewed in refs. ^3–5^). We have reported a role for a complex of the transcription factors PU.1 and IRF8 in negatively regulating plasma cell differentiation in cell culture, although the role of these factors in vivo is unclear^6, 7^.

The Ets family transcription factor PU.1, encoded by the *Spi1* gene, is a major regulator of haematopoiesis, controlling the expression of hundreds of genes including growth factor receptors, adhesion molecules, transcription factors and signaling components^8^. PU.1-deficient mice lack all lymphocytes, including B cells, suggesting that PU.1 is an essential regulator of the B cell developmental pathway^9–12^; however, this requirement is limited to early lymphopoiesis as conditional deletion of PU.1 in CD19-expressing B cells is compatible with normal development and function^10, 13–16^. This minimal consequence of PU.1 loss in B cells is surprising, as PU.1 is well-known to bind tens of thousands of sites in the B cell genome. One possible explanation for this discrepancy is the strong expression of SpiB, the most closely related Ets family member in B cells, that binds to the identical nucleotide sequence GGAA^17, 18^. Indeed, *Spi1* ^+/−^ *Spib* ^−/−^ mice have markedly reduced B-cell numbers^19^, and inactivation of PU.1 and SpiB in bone marrow B-cell progenitors results in a block in development at the pre-B-cell stage and the formation of pre-B acute lymphoblastic leukemia (ALL)^15^. A similar developmental block and leukemogenesis is also observed in B cells lacking PU.1/IRF4 or IRF4/IRF8, demonstrating that an Ets/IRF complex controls bone marrow B-lymphopoiesis^13, 20^.

To better define the function of PU.1 and SpiB in mature B cells, we here utilize the *Cd23*-Cre strain^21^ to inactivate PU.1 in *Spib* ^−/−^ mice at the transitional B-cell stage in the spleen, thus allowing us to bypass the developmental block that occurs when both PU.1 and SpiB are deleted in immature B cells. We find that PU.1/SpiB redundantly control mature B cell survival and differentiation in response to a diverse range of stimuli. PU.1/SpiB-deficient B cells cannot signal efficiently through the B-cell receptor (BCR) and thus mutant mice lack antigen-specific B-cell responses entirely. PU.1 and SpiB directly control many components of the BCR pathway as well as important receptors for T-cell-derived signals and microbial products. In keeping with this observation, PU.1/SpiB-deficient B cells are not very responsive to these stimuli in vitro, but plasma cell lineage differentiation is increased, a cellular stage in which *Spi1* is lowly expressed and the *Spib* gene is silenced. These findings highlight PU.1 and SpiB as cell intrinsic regulators of B cell responsiveness to environmental cues, a critical process for humoral immunity.

## Results

### PU.1 and SpiB control follicular B cell homeostasis

To investigate the function of PU.1 and SpiB in mature B cells we have generated mice that carry floxed alleles of *Spi1* ^14^, null alleles of *Spib* ^22^ and a BAC transgene where Cre recombinase is brought under the control of the *Cd23* (*Fcer2*) regulatory sequences (*Spi1* ^fl/fl^ *Spib* ^−/−^ *Cd23*-Cre^T/+^), hereafter termed PU.1 SpiB double knockout (DKO). *Cd23*-Cre is active from the transitional stage of B-lymphopoiesis, which results in highly efficient gene inactivation in both follicular and MZ B cells^21^. The frequency and phenotype of splenic B cells from the PU.1 SpiB DKO mice was compared to control (*Cd23*-Cre), PU.1 conditional knockout (cKO; *Spi1* ^fl/fl^ *Cd23*-Cre ^T/+^) and SpiB knockout (KO; *Spi1* ^fl/fl^ *Spib* ^−/−^ *Cd23*-Cre^+/+^) genotypes. Although the singular loss of either PU.1 or SpiB did not substantially alter the proportion, total number or subset make up of the splenic B cell compartment, the proportion and number of follicular B cells was decreased 2-fold to 3-fold in PU.1 SpiB DKO spleens (Fig. 1a, b), whereas the number of MZ B cells remained unaltered. In keeping with a previous report^23^, PU.1 and SpiB were redundantly required for cell surface expression of CD23, which was significantly downregulated in the absence of SpiB (Supplementary Fig. 1) and more so in the absence of both factors (Fig. 1a). As a consequence, follicular B cells were defined as B220^+^IgD^+^IgM^int^ (Fig. 1a). Taken together, these data suggest that PU.1 and SpiB are redundantly required for follicular B cell survival.

**Fig. 1:**
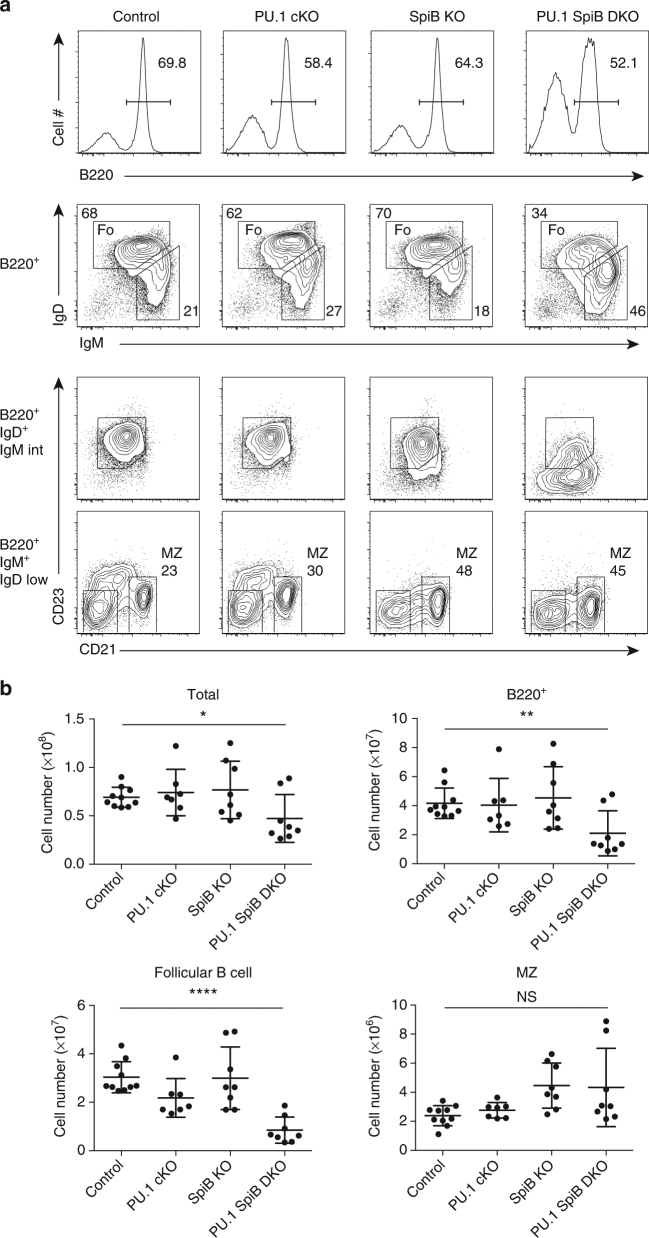
PU.1 and SpiB regulate follicular B cell numbers. **a** Flow cytometric analysis of splenocytes from control (*Cd23* ^T/+^), PU.1 cKO (*Spi1* ^fl/fl^ *Cd23* ^T/+^), SpiB KO (*Spi1* ^fl/fl^ *Cd23* ^+/+^ *Spib* ^−/−^) and PU.1 SpiB DKO (*Spi1* ^fl/fl^ *Cd23* ^T/+^ *Spib* ^−/−^) mice showing the abbreviated gating strategy for the detection of follicular (Fo) B cells (B220^+^ IgD^+^ IgM^int^) and MZ (B220^+^ IgM^+^ IgD^low^ CD21^+^) B cells. As the loss of PU.1 and SpiB leads to the downregulation of CD23 expression, follicular B cell numbers were based on the gate for B220^+^ IgD^+^ IgM^int^. The full gating strategy is shown in Supplementary Fig. 8A. Data are representative of 7–10 mice per genotype. **b** Absolute cell numbers are graphed as the mean ± s.d. *P*-values compare the indicated samples (two tailed *t*-test). Each circle represents the results from an individual mouse. *P < 0.05, **P < 0.01, ****P < 0.0001

### Increased plasma cells without PU.1 and SpiB

In contrast to the relative loss of follicular B cells, the combined deficiency of PU.1 and SpiB resulted in a significantly increased frequency and proportion of plasma cells (B220^−^CD138^+^CD98^+^) in both the spleen and bone marrow (Fig. 2a, b). PU.1 cKO mice displayed a normal plasma cell frequency while SpiB KO mice harbored significantly more plasma cells in the spleen, with a similar but non-significant increase in the bone marrow. Analysis of the serum immunoglobulin titers and isotype make up of the plasma cell compartment revealed a significant increase in IgM and IgG3 in SpiB KO and PU.1 SpiB DKO sera and decreased IgA and IgG2b (Supplementary Fig. 2). Curiously, PU.1 cKO mice displayed increased titers of IgG2b and decreased titers of IgG2c that were not seen in the PU.1 SpiB DKO mice. In keeping with the increase in IgM and IgG3, isotypes that arise from extrafollicular sources, such as MZ B cells^24^, immunofluorescence on the spleens of naive PU.1 SpiB DKO mice revealed a marked increase in IgM^+^ plasma cells in the red pulp (Fig. 2c). Taken together these data demonstrate that PU.1 and SpiB act both individually and redundantly to negatively regulate plasma cell homeostasis.

**Fig. 2:**
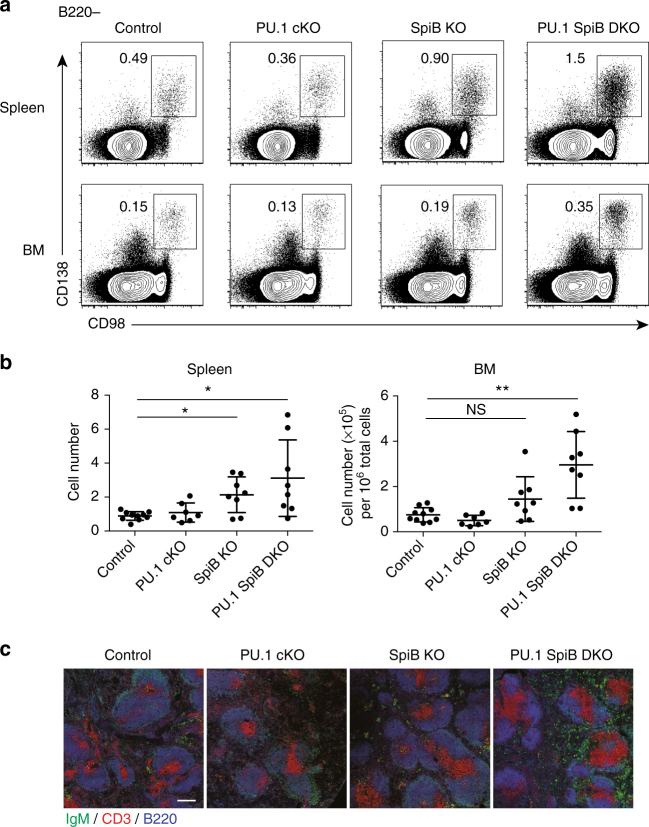
Increased plasma cell frequency in PU.1 SpiB DKO mice. **a** Flow cytometric analysis of splenocytes and bone marrow from mice of the indicated genotype for the detection of plasma cells (B220^−^ CD138^+^ CD98^+^). Data are representative of 7–10 mice per genotype. The full gating strategy is shown in Supplementary Fig. 8B. **b** Absolute numbers (for spleen) and proportion (for bone marrow) of plasma cells are graphed as the mean ± s.d. *P*-values compare the indicated samples (two tailed *t*-test). Each circle represents the results from an individual mouse. *P < 0.05, **P < 0.01. **c** Immunofluorescence of spleen sections of each of the four genotypes stained for T cells (CD3, red), B cells (B220, blue) and antibody-secreting cells (IgM^high^, green). Scale bar = 200 μm

### The germinal center reaction requires PU.1 and SpiB

Previous studies found that SpiB was dispensable for the establishment of a GC, but that the GC could not be sustained beyond 4 weeks^22^, while mice lacking a single allele of *Spi1* and both copies of *Spib* throughout B-cell development generated few mature B cells that could not initiate a GC reaction^19^. However, in neither study was the fate of the antigen-specific B cells tracked.

Analysis of control mice 14 days after immunization with the T cell dependent antigen NP-KLH in alum revealed robust production of NP-binding B cells that had undergone CSR to IgG1 and near uniformly upregulated the GC regulator Bcl6. (Fig. 3a, b). As expected SpiB KO B cells responded similarly to controls at this time point. In contrast, immunization of PU.1 SpiB DKO mice elicited virtually no response, generating neither IgG1^+^ nor Bcl6^+^ GC B cells (Fig. 3a, b, d). PU.1 cKO, in contrast to our previous studies using *Cd19*-Cre^14^, displayed an intermediate phenotype, with reduced NP^+^IgG1^+^ and NP^+^ Bcl6^+^ GC B cells compared to the control mice. Immunofluorescence studies of spleen sections from immunized mice confirmed the presence of GC structures in control mice and those singly deficient in PU.1 or SpiB, but their absence in PU.1 SpiB DKO mice (Fig. 3e). Similarly, ELISpot analysis of the NP-specific antibody response revealed a normal frequency of NP-binding IgG1 antibody-secreting cells at day 14 post immunization in mice lacking SpiB, a non-significant reduction in mice lacking PU.1 and very few NP reactive cells in the DKO spleen (Fig. 3c, d). Together these data indicate that PU.1 and SpiB are redundantly required for the GC reaction and the production of high-affinity antibody.

**Fig. 3:**
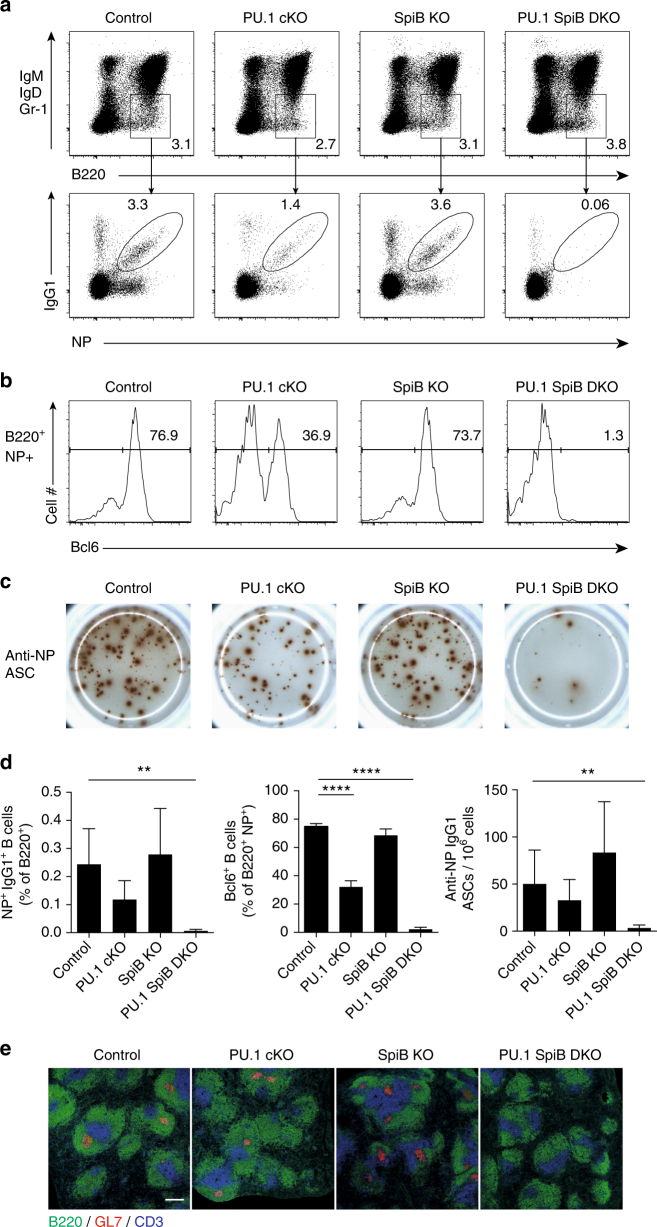
Deletion of PU.1 and SpiB abrogates the GC response. Mice of the indicated genotypes were immunized with NP-KLH in alum and analyzed 14 days later. **a**, **b** Flow cytometric analysis of splenocytes. Isotype switched B cells (B220^+^IgM^−^ IgD^−^Gr-1^−^) were analyzed for **a** NP^+^ IgG1^+^ status and **b** Bcl6. Numbers in **a**, **b** are the proportion of cells in the indicated gates. The full gating strategies are shown in Supplementary Fig. 8C, D. **c** Representative ELISpots show the number of NP-specific IgG1^+^ antibody-secreting cells (ASC) per million splenocytes plated. Data are representative of 5 or 6 mice per genotype from 2 independent experiments **d** Frequencies of NP^+^ IgG1^+^ B cells are shown relative to total B220^+^ cells (left), proportion of B220^+^ NP^+^ cells expressing Bcl6 (middle), frequency of total NP-specific IgG1 secreting ASC in the spleen per million cells (right) are shown. Data are graphed as mean ± s.d. of between five and six mice per genotype from two independent experiments. *P*-values compare the indicated samples (two tailed *t*-test). **P < 0.01, ****P < 0.0001. **e** Spleen sections from mice of each of the genotypes examined mice were stained with antibodies to CD3 to detect T cells (blue), B220 to identify B cell follicles (green) and GL7 for GCs (red). Scale bar = 200 μm

### PU.1 and SpiB negatively regulate plasma cell differentiation

Our previous studies using *Cd19*-Cre to inactivate PU.1 revealed that PU.1 and IRF8 acted together to repress plasma cell differentiation in vitro^6^. It that model, the singular deficiency of PU.1 resulted in a relatively mild enhancement of plasma cell formation after stimulation with CD40 L and IL-4, a finding that agreed with a second study in which inactivation of a miRNA binding site in the 3′ untranslated region of *Spi1* resulted in an increased concentration of PU.1 in activated B cells and impaired plasma cell formation^25^.

To address the combined importance of PU.1 and SpiB for B cell differentiation in vitro we cultured follicular B cells of the four genotypes, generated exclusively from lymph nodes to exclude any possible MZ B cell contamination, in CD40 L + IL-4, conditions that promote B cell proliferation, CSR to IgG1 and plasma cell differentiation^26^. Although B cells of each genotype proliferated similarly in CD40 L + IL-4, as assessed by CTV dilution (Fig. 4a), the yield of cells was consistently reduced in the PU.1 cKO and PU.1 SpiB DKO cultures (Fig. 4b). Analysis of the frequency and total number of CD138^+^ plasma cells and IgG1^+^ B cells displayed an inverse relationship in that PU.1 cKO and PU.1 SpiB DKO cultures had increased plasma cells and reduced IgG1^+^ B cell numbers compared to the control and SpiB KO cultures.

**Fig. 4:**
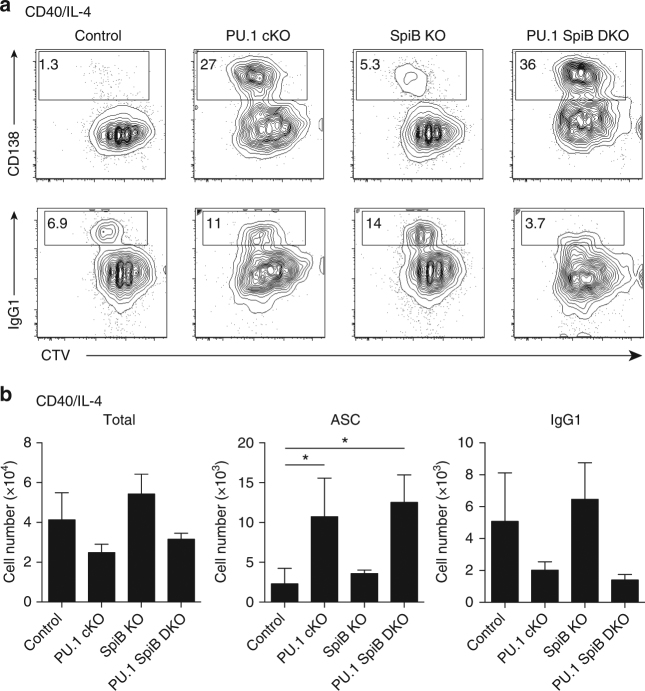
PU.1 and SpiB repress antibody-secreting cell differentiation in vitro. **a** Resting lymph node B cells from mice of the indicated genotype were labeled with CTV and cultured in the presence of CD40 L + IL-4 for 4d before flow cytometric analysis. Numbers in the boxes are the proportion of CD138^+^ ASC or IgG1^+^ B cells. The full gating strategy is shown in Supplementary Fig. 9A. Data are representative of three independent experiments. **b** Quantitation of the total cell number (left), total number of ASCs (middle) and IgG1^+^ cells (right) cultured as in **a** is shown after 4d of culture. Data are the mean ± s.d. for three independent experiments. *P*-values compare the indicated samples (two tailed *t*-test). *P < 0.05

### Identification of PU.1 and SpiB dependent genes in B cells

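RNA from lymph node B cells was sequenced as 24 libraries, 2 for each of 4 genotypes at each of 3 stages. The genotypes were control (Cd23T/+, with the Cd23-Cre transgene), PU.1 cKO (Spi1fl/fl Cd23T/+), SpiB KO (Spi1fl/fl Cd23+/+ Spib-/-, which carries no Cre) and PU.1 SpiB DKO (Spi1fl/fl Cd23T/+ Spib-/-). The stages were naive cells and cells cultured for 48 h with CD40L + IL-4 or with LPS + IL-4, and at each stage cells were sorted as CD3- B220+ CD138-. One extraction protocol, which speaks of the CD40L + IL-4 culture, is attached to every sample, so the stage of each library was taken from its title and the paper. The authors aligned the reads to GRCm38 with Subread, kept uniquely mapped reads and counted them on the exons of RefSeq genes with featureCounts. The deposited tables hold these raw counts for 27179 genes, listed by symbol and Entrez ID, and a quantile-normalized log2 RPKM for each library. In naive cells the counts totalled 15118541 and 14231188 in the control libraries, 15901491 and 15861951 in PU.1 cKO, 17221992 and 18194629 in SpiB KO and 16094209 and 17594007 in PU.1 SpiB DKO, with a median of 15997850 over the 8 libraries. The paper states a range of 15 to 90 M reads analysed per sample. All values given here use the totals of counts on genes. Levels in CPM (counts scaled to the size of the library) were normalized by edgeR's TMM method over the 8 libraries of a stage. Genes with at least 0.5 CPM in at least 2 libraries were tested with edgeR's quasi-likelihood test, 12500 of them in naive cells. A gene was called differentially expressed (DE) when its Benjamini-Hochberg adjusted p was under 0.15, its fold change was over 1.5 and its mean deposited log2 RPKM over the 8 libraries was above 0. The 227 tested genes without a deposited RPKM, among them immunoglobulin constant region genes, could not be called. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333.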

To determine how the singular and combined loss of PU.1 and SpiB affected B cell differentiation, we isolated RNA from lymph node follicular B cells of the four genotypes before and after 48 h of culture in the presence of CD40 L + IL-4 and performed RNA-seq. 

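Spi1, which encodes PU.1, is listed by Entrez ID 20375 and lies on chromosome 2 from 91082374 to 91115759 (GRCm38). Its exon 5, floxed in the PU.1 cKO and PU.1 SpiB DKO mice, spans 91115075 to 91115756 in GENCODE vM21. The deposited tables give 1 count per gene, so reads of exon 5 were not separated from those of exons 1 to 4, which remain transcribed. In naive cells, Spi1 stood at 164 ± 13.3 CPM (SD, n = 2) in control, 56.3 ± 4.41 CPM in PU.1 cKO, 163.15 and 162.85 CPM in SpiB KO and 106 ± 5.36 CPM in PU.1 SpiB DKO B cells. The log2 fold change against control was -1.54 (standard error 0.11, edgeR's quasi-likelihood adjusted p = 5.98e-05) in PU.1 cKO. It was -0.63 (standard error 0.11, edgeR adjusted p = 0.00371) in PU.1 SpiB DKO. PU.1 SpiB DKO cells held more Spi1 than PU.1 cKO cells, by 0.92 (standard error 0.11, edgeR adjusted p = 0.000571) on the log2 scale, with both libraries of the one above both of the other. With each library of the compared groups left out in turn, this difference stayed between 0.84 and 1.00. Voom with quantile normalization, the setting that moved it most, gave 0.97. Spib (Entrez ID 272382, chromosome 7 from 44525995 to 44532087), from which exon 6 is deleted, fell from 1413 ± 83.2 CPM in control to 82.9 ± 3.82 CPM in SpiB KO, a log2 fold change of -4.09 (standard error 0.13, edgeR adjusted p = 5.64e-07). In PU.1 SpiB DKO its log2 fold change was -3.83 (standard error 0.13, edgeR adjusted p = 4.71e-07), and in PU.1 cKO its count was 2049 ± 179 CPM.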

Analysis of the frequency of the inactivation of the floxed *Spi1* exon 5 in follicular B cells displayed complete inactivation in PU.1 cKO B cells, but marked retention of exon 5 in PU.1 SpiB DKO B cells (Supplementary Fig. 3A). This may reflect a reduction in the expression of Cre, which is under the control of the *Cd23* promoter in SpiB-deficient cells (Supplementary Fig. 1) or a requirement by follicular B cells to retain a minimal level of either PU.1 or SpiB for survival. 

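Fcer2a, the gene of CD23, is listed by Entrez ID 14128 and lies on chromosome 8 from 3680280 to 3694174 of GRCm38. In naive cells its level was 1395 ± 111 CPM in control (SD, n = 2), 842 ± 46 CPM in PU.1 cKO, 449.5 ± 15.8 CPM in SpiB KO and 175 ± 31.5 CPM in PU.1 SpiB DKO. The log2 fold change against control was -0.73 (standard error 0.14, edgeR adjusted p = 0.014) in PU.1 cKO, -1.63 (standard error 0.14, edgeR adjusted p = 0.000223) in SpiB KO and -2.99 (standard error 0.15, edgeR adjusted p = 7.11e-06) in PU.1 SpiB DKO. The interaction term, which measures the departure of the PU.1 SpiB DKO from the sum of the single effects, was -0.63 (edgeR adjusted p = 0.27). Cre itself is not among the genes counted. The control, PU.1 cKO and PU.1 SpiB DKO mice carry the Cd23-Cre transgene and the SpiB KO mice do not, and whether the transgene alters the count of Fcer2a was not measured. The 3′ end of Fcer2a overlaps that of Trappc5 in the RefSeq table, so reads in the overlap are uncertain for both genes. The paper proposes either that lower activity of this promoter reduced Cre in cells without SpiB, or that follicular B cells need some PU.1 or SpiB to survive.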

Differential expression (DE) analysis revealed that PU.1 and SpiB regulated 547 and 332 genes, respectively, in naive follicular B cells (Supplementary Fig. 3B), with a clear redundancy observed in the absence of SpiB and a partial deletion of PU.1 (1306 DE genes). 

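Against control, 1050 of the 12500 genes tested in naive cells were DE in PU.1 cKO (395 higher, 655 lower), 794 in SpiB KO (432 higher, 362 lower) and 1761 in PU.1 SpiB DKO (924 higher, 837 lower). Leaving out the threshold on RPKM moved the last of these counts most, to 2652, and gave 1203 in SpiB KO. At an adjusted p under 0.05 the counts of the single mutants were 614 for PU.1 cKO and 436 for SpiB KO. The median size of the log2 fold change among the DE genes was 0.86 in PU.1 cKO, 0.94 in SpiB KO and 0.89 in PU.1 SpiB DKO. Between PU.1 SpiB DKO and PU.1 cKO, 901 genes were DE, 668 of them higher in PU.1 SpiB DKO. The interaction of the losses of PU.1 and SpiB was tested as the departure of the PU.1 SpiB DKO from the sum of the single effects. It passed an adjusted p of 0.15 in edgeR for 117 genes, 45 of them DE in PU.1 SpiB DKO. Of those 45, the change in PU.1 SpiB DKO went beyond the sum for 15 and fell short of it for 30. A partial deletion of Spi1, which the paper reports for these cells, can make a change fall short of the sum. Genes that differ in the PU.1 cKO mice for other reasons can do so too. The number of genes with an interaction depended strongly on the setting. It was several times larger without the filter on low counts and with the replicate number as a block. It was also larger with DESeq2 and in a fit of all 24 libraries, and smaller at an adjusted p under 0.05. The largest rises among the DE genes of PU.1 SpiB DKO were those of Mybpc3, the gene downstream of Spi1, at 11.37 and Gdpd3 at 6.91. Among the same DE genes the largest falls were those of Hspa1b at -4.86 and Ftl1 at -4.25. Htatip2 changed by -10.97 (edgeR adjusted p = 2.35e-05) but was not among them, since a DE gene also needs a mean log2 RPKM above 0. That mean is taken over all 8 libraries, so the ranking can miss genes silenced in the mutants. Mybpc3 held at most 3 counts in the control libraries, so its rise was at least 1407-fold. Ftl1 lies within 1 Mb of Spib and Mybpc3 within 2.39 kb of Spi1, so both are close to a targeted allele. Htatip2 lies between 40 and 50 Mb of chromosome 7, as does Spib. It changed by -7.90 in naive SpiB KO and by -0.024 in naive PU.1 cKO, so its fall went with the loss of SpiB alone. From the larger number of DE genes when SpiB was absent and PU.1 partly deleted, the paper concludes that the pair act redundantly in naive cells.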

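Marker lists for follicular B cells, plasmacytoid dendritic cells (pDC), macrophages and CD8 T cells, written from general knowledge of these cells rather than taken from the Enrichr analysis, which was not repeated here, were tested in the naive libraries with camera on the edgeR fit, at a preset correlation between genes of 0.01. Its p-values were adjusted over 16 list tests. All 12 genes of the follicular B cell list were tested, and all stood above 10 CPM in control cells. Their median log2 fold change was -0.23 in PU.1 cKO (camera adjusted p = 0.042, 3 genes DE and lower), -0.18 in SpiB KO (camera adjusted p = 0.000205, 2 genes DE and lower, and -0.27 without control replicate 1) and -0.59 in PU.1 SpiB DKO (camera adjusted p = 9.08e-08, 6 genes DE and lower). With an adjusted p under 0.15 over all genes there were 4, 4 and 8 of them, and adjusted over the list alone 6, 4 and 9. In SpiB KO, the 14 genes of the pDC list, 10 of them above 10 CPM in control cells, had a median of 2.48 (camera adjusted p = 5.61e-33), and 11 were DE and higher. For this list 12 genes passed over all genes and 13 adjusted over the list alone. Of the 19 genes of the macrophage list, 10 were tested and 1 stood above 10 CPM in control cells. Their median was 1.01 (camera adjusted p = 0.000392), with 1 gene DE, 2 passing over all genes and 5 adjusted over the list alone. It was 1.58 without control replicate 1 and 0.62 without control replicate 2. Of the 20 genes of the CD8 T cell list, 16 were tested and 6 stood above 10 CPM in control cells. They had a median of 0.60 (camera adjusted p = 8.91e-08), with 6 DE and higher, 6 passing over all genes and 8 adjusted over the list alone. The median of this list was 1.12 without control replicate 1 and 0.41 without control replicate 2. All these calls of camera held under fry at an adjusted p under 0.05, and none held under camera with an estimated correlation, where the lowest adjusted p was 0.0675. The control libraries themselves differed in the pDC genes, by a median of 1.02 on the log2 scale between replicates 1 and 2. In PU.1 cKO the same lists had medians of -0.14 (pDC), -0.40 (macrophage) and -0.23 (CD8 T cell), and in PU.1 SpiB DKO 2.75, 1.20 and 0.89.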

Pathway analysis revealed association of genes whose expression required either PU.1 or SpiB with a follicular B-cell signature (Supplementary Fig. 3C, D), while genes repressed by SpiB were uniquely associated with other cell lineages including plasmacytoid dendritic cells (pDC), macrophages and CD8 T cells (Supplementary Fig. 3C). *Tnfrsf13c*, encoding the BAFF-R, which is essential for peripheral B cell survival and homeostasis was significantly downregulated at both the transcript (Supplementary Fig. 4A) and protein level (Supplementary Fig. 4B, C)^1^.

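Tnfrsf13c (Entrez ID 72049) lies on chromosome 15 from 82221742 to 82224380 of GRCm38. In naive cells it stood at 552 ± 45.1 CPM (SD, n = 2) in control, 496 ± 38.6 CPM in PU.1 cKO, 421 ± 14.4 CPM in SpiB KO and 293 ± 28.9 CPM in PU.1 SpiB DKO. The log2 fold change against control was -0.92 (standard error 0.12, edgeR adjusted p = 0.000824) in PU.1 SpiB DKO, where it was DE, and stayed between -1.04 and -0.82 with each library left out in turn. It was -0.39 (standard error 0.12, edgeR adjusted p = 0.0976) in SpiB KO, below the fold change of 1.5, and the adjusted p there rose to 0.171 with voom and 0.164 with only the groups compared in the fit. In PU.1 cKO it was -0.16 (standard error 0.12, edgeR adjusted p = 0.479) over all libraries, and -0.069 without control replicate 2. The interaction term of the losses of PU.1 and SpiB was -0.37 (edgeR adjusted p = 0.457).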

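The activated cells were lymph node B cells cultured for 48 h with 50 ng/ml CD40L and 10 ng/ml IL-4 and sorted as CD3- B220+ CD138-, with 2 libraries for each of the 4 genotypes. The counts on genes totalled 11334956 and 9598674 in control, 9828967 and 61640683 in PU.1 cKO, 10022091 and 11434235 in SpiB KO and 9846606 and 10118485 in PU.1 SpiB DKO. The median over the 8 libraries was 10070288, and replicate 2 of PU.1 cKO lay far above the other 7. The counting, normalization, filter and definition of a DE gene were those used for the naive cells, applied to these 8 libraries alone. They left 12721 genes tested, of which 232 had no deposited RPKM and could not be called. Ribosomal RNA (Rn45s) took 6.64% of the counts in replicate 1 of PU.1 SpiB DKO and at most 1.86% in any other library of this culture. Intervals and tests cover the spread between libraries and not the duplication of reads during amplification, since the counts carry no molecular identifiers.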

Given the partial retention of PU.1 observed in naive follicular B cells, we turned our attention to the RNA-seq data that was generated in activated B cell cultures. At this early time point following activation, we observed minimal differentiation into CD138^+^ plasmablasts (<1%; Supplementary Fig. 5A) and a modest increase in proliferation in PU.1 cKO and PU.1 SpiB DKO B cells as judged by CTV labeling (Supplementary Fig. 5B). Importantly, exon 5 of *Spi1* was completely excised regardless of the presence or absence of *Spib* (Fig. 5a), confirming that neither factor was absolutely essential for B cell proliferation and survival following activation in vitro. 

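Reads over Spi1 exon 5 were not separated in the deposited counts, which cover the whole gene. In CD40L + IL-4 cultures, Spi1 stood at 96.3 ± 16.2 CPM (SD, n = 2) in control, 41 ± 8.37 CPM in PU.1 cKO, 101 ± 12.6 CPM in SpiB KO and 29 ± 4.84 CPM in PU.1 SpiB DKO. The log2 fold change against control was -1.24 (standard error 0.20, edgeR adjusted p = 0.00331) in PU.1 cKO and -1.73 (standard error 0.21, edgeR adjusted p = 0.000368) in PU.1 SpiB DKO. With each library left out in turn these stayed within -1.43 to -1.02 and -1.91 to -1.55. The change in PU.1 SpiB DKO was more negative than in naive cells, by -1.09 on the log2 scale (standard error 0.22, edgeR adjusted p = 0.00252 for the difference between the stages). Spib fell from 462 ± 89.8 CPM in control to 30.7 ± 8.86 CPM in SpiB KO and 10.2 ± 1.61 CPM in PU.1 SpiB DKO. Its log2 fold change was -3.91 (standard error 0.24, edgeR adjusted p = 1.64e-05) and -5.50 (standard error 0.26, edgeR adjusted p = 7.85e-07). From the loss of exon 5 in cells that had grown in culture, the paper concludes that neither factor was absolutely essential for proliferation and survival after activation.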

A similarly high deletion efficiency was obtained in activated B cell cultures stimulated with LPS + IL-4 (Supplementary Fig. 6C), where enhanced B cell differentiation into plasmablasts was also observed (Supplementary Fig. 6A, B).

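The LPS + IL-4 experiment comprised lymph node B cells cultured for 48 h with 20 µg/ml LPS and 10 ng/ml IL-4 and sorted in the same way, again as 2 libraries per genotype. Their counts on genes totalled 22757630 and 56388071 in control, 73658850 and 37390801 in PU.1 cKO, 60050419 and 22939756 in SpiB KO and 39234563 and 31238525 in PU.1 SpiB DKO, with a median of 38312682. After the same filter 12445 genes were tested, and all of them had a deposited RPKM. Libraries that share a replicate number deviated together in this culture, with correlations of 0.355 to 0.504 between the genotypes. Unless a block is named, the values of this culture come from fits without the replicate number. Over the whole gene, Spi1 stood at 66.4 ± 7.98 CPM (SD, n = 2) in control, 42.7 ± 2.11 CPM in PU.1 cKO, 78.1 ± 4.54 CPM in SpiB KO and 61.4 ± 3.56 CPM in PU.1 SpiB DKO. Its log2 fold change against control was -0.63 (standard error 0.10, edgeR adjusted p = 0.0036) in PU.1 cKO. In PU.1 SpiB DKO it was -0.11 (standard error 0.10, edgeR adjusted p = 0.448) and changed sign when 1 library was left out, to 0.0052 without control replicate 1. PU.1 SpiB DKO exceeded PU.1 cKO by 0.52 (standard error 0.10, edgeR adjusted p = 0.00944). Mybpc3, which rose wherever Spi1 was floxed and Cre present, differed by 0.07 between those genotypes in this culture. Spib fell by 3.90 on the log2 scale in SpiB KO (standard error 0.20, edgeR adjusted p = 1.75e-05) and by 4.17 in PU.1 SpiB DKO (standard error 0.20, edgeR adjusted p = 2.14e-06). Reads over exon 5 alone were not analysed here. In this culture 830 genes were DE in PU.1 cKO (489 higher), 285 in SpiB KO (202 higher), 1688 in PU.1 SpiB DKO (1090 higher) and 1009 between PU.1 SpiB DKO and PU.1 cKO (712 higher). Without the threshold on RPKM the counts for PU.1 cKO and for PU.1 SpiB DKO against PU.1 cKO were 1310 and 1569. The largest rises among the DE genes of PU.1 SpiB DKO in this culture were those of Mybpc3 at 10.70 (adjusted p = 1.71e-09) and Csrp3 at 10.59 (adjusted p = 6.34e-08) by edgeR, and the largest falls those of Htatip2 at -5.40 (adjusted p = 2.58e-07) and Ccl22 at -4.26 (adjusted p = 6.16e-05). Htatip2 and Csrp3 lie between 40 and 50 Mb of chromosome 7, as does Spib. Htatip2 changed by -6.46 in SpiB KO and by 0.17 in PU.1 cKO.

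**Figure D1:**
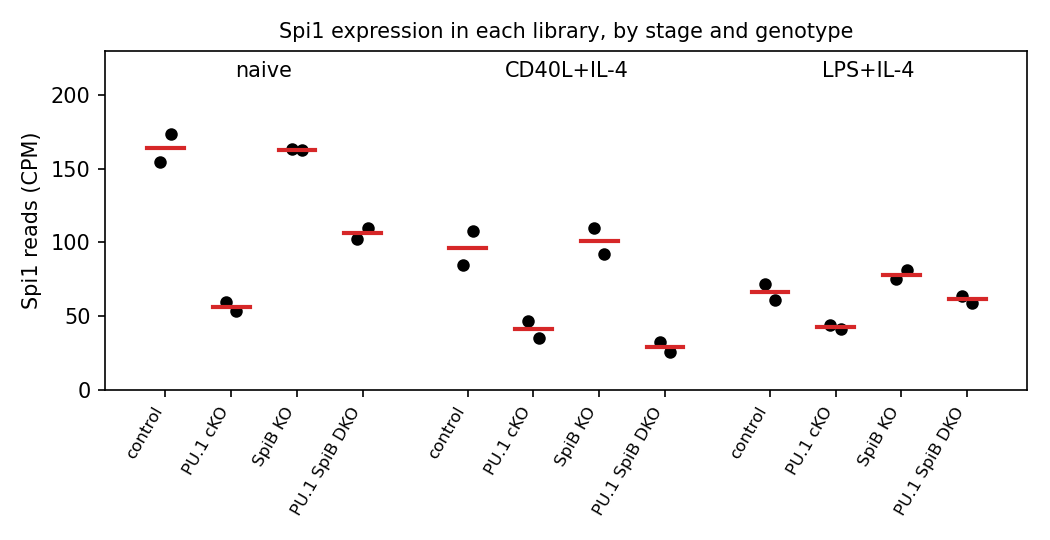
Normalized CPM of Spi1 in each of the 24 libraries, by stage and genotype. Points are libraries and red lines the mean of 2. In naive cells PU.1 SpiB DKO (106 CPM) lies between PU.1 cKO (56.3 CPM) and control (164 CPM), and in LPS + IL-4 cultures it lies near control (61.4 against 66.4 CPM).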

**Fig. 5:**
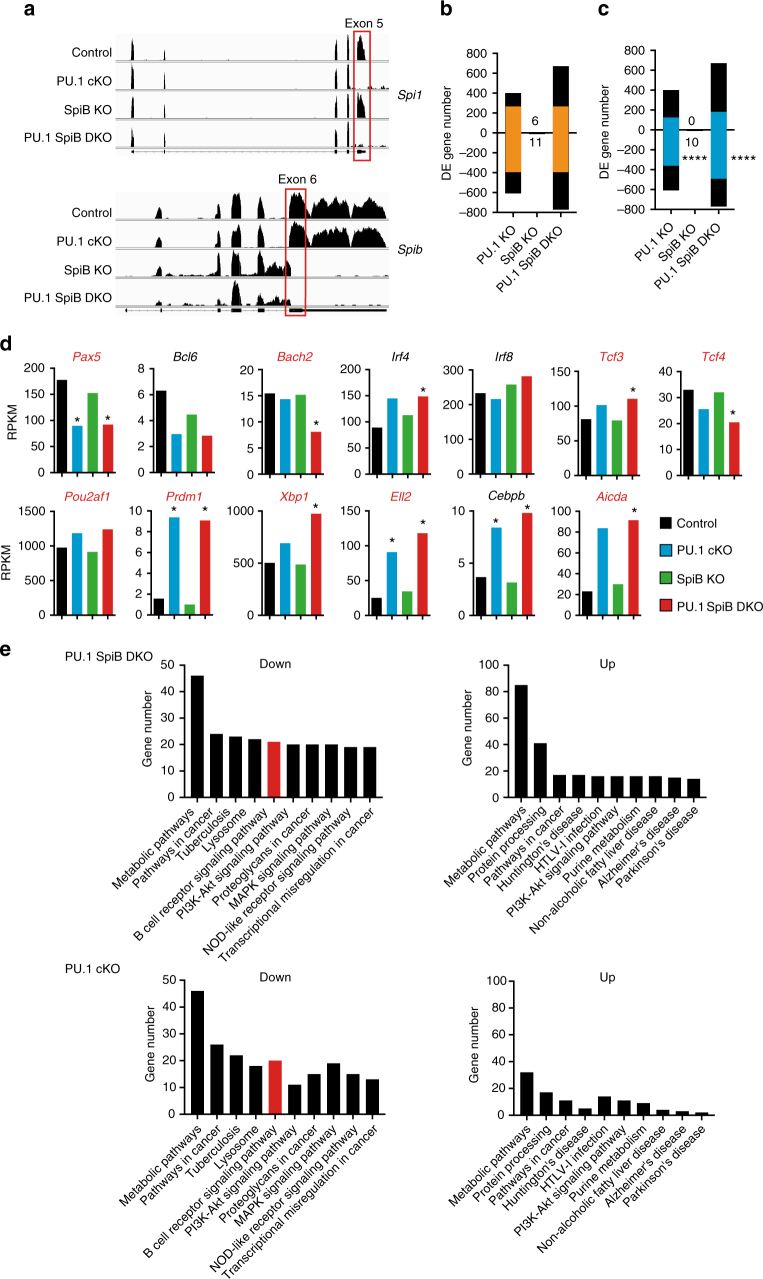
The transcriptional changes associated with the loss of PU.1 and SpiB. Resting lymph node B cells from mice of the indicated genotype were cultured in the presence of CD40 L + IL-4 for 48 h. RNA was extracted and whole transcriptome sequencing performed on duplicates of each cell population. **a** The read coverage showing deletion of exon 5 of *Spi1* (PU.1) and exon 6 of *Spib* in the appropriate genotypes is shown mapped to the exon-intron structure. **b**, **c** The number of differentially expressed (DE) genes (defined as log_2_ fold change >0.6-fold, log_2_ RPKM (reads per kilobase of exon model per million mapped reads) >0, *P* < 0.15) identified for each genotype is shown relative to control B cells. Genes upregulated in the absence of the indicated transcription factor(s) are shown by bars above the line while genes down regulated are shown below. Values indicate the number of DE genes from SpiB KO cells. The identity of the DE genes is provided in Supplementary Data. **b** Orange bars show the number of DE genes common between the PU.1 cKO and PU.1 SpiB DKO genotypes. **c** Blue bars show the number of DE genes that have PU.1 peaks (*P* < 10^−6^). *P*-values indicate the enrichment of PU.1 binding in down regulated DE genes compared to the total binding of PU.1 in non-DE genes using a Chi-square test. ****P < 0.0001. **d** The expression (in RPKM) of important regulators of mature B cell and antibody-secreting cell biology is shown for each of the four genotypes examined. *Indicates genes that are DE relative to controls (as defined in **a**). Gene names with PU.1 peaks (*P* < 10^−6^) are indicated in red. **e** KEGG pathway analysis of genes regulated by PU.1 and PU.1/SpiB. Genes were first divided into those that were down or upregulated in the indicated genotypes. The number of genes that are associated with each statistically enriched (*P* < 0.05) functional category is shown

Analysis of the RNA-seq data derived from CD40 L + IL-4 activated B cells revealed that the loss of PU.1 alone or in combination with SpiB resulted in 1009 and 1443 DE genes, respectively (Fig. 5b and Supplementary Data). In contrast, SpiB deficiency had minimal impact on the transcriptome of activated B cells (17 DE genes, Fig. 5B and Supplementary Data), potentially due to the rapid downregulation of *Spib* expression during B-cell differentiation. 

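In CD40L + IL-4 cultures, 1191 of 12721 genes were DE in PU.1 cKO against control (498 higher, 693 lower) and 1738 in PU.1 SpiB DKO (743 higher, 995 lower). An adjusted p under 0.05 moved these counts by the largest factor, to 789 and 1215, and leaving out the threshold on RPKM gave 1714 and 2331. The authors' own lists in Supplementary Data name 1009 and 1443 genes. All 1009 genes of the first list, and the 1440 of the second that were tested, changed in the same direction here, and the log2 fold changes correlated across genes at r = 0.998 and 0.996. Genes are not independent replicates. DE calls were shared with the authors for 877 and 1268 genes. Both comparisons use the same control libraries, which alone makes their fold changes correlate. Across all tested genes the correlation between the PU.1 cKO and PU.1 SpiB DKO log2 fold changes was 0.666, against a median of 0.549 in 20 simulations of unchanged groups compared with these controls. DE in both with the same direction were 813 genes, and 6 with opposite directions. The simulations shared at most 1 call, but groups without changes yield hardly any calls. That number therefore does not tell what overlap to expect between long lists of DE genes. Directly compared with PU.1 cKO, PU.1 SpiB DKO had 383 DE genes (179 higher, 204 lower). That count was 172 at an adjusted p under 0.05, 712 without the filter on low counts and 642 in a fit of all 24 libraries. The largest rises among the DE genes of PU.1 SpiB DKO were those of Mybpc3, beside Spi1, at 10.81 and Csrp3 at 7.97. The largest falls among them were those of Xkrx at -6.42 and Spib. Htatip2 changed by -7.12 (edgeR adjusted p = 3.04e-06) but was again not among the DE genes. Mybpc3 held at most 3 counts in the control libraries, a rise of at least 862-fold. Csrp3 lies within 5 Mb of Spib. Htatip2, on the same chromosome, changed by -11.92 in SpiB KO and by -0.25 in PU.1 cKO.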

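SpiB KO differed from control in 14 genes after culture with CD40L + IL-4, 9 higher and 5 lower. At an unadjusted p under 0.05 there were 459 of the 12721 genes. The count depended on the setting. It was 149 without the filter on low counts, 60 with DESeq2, 32 with only these 4 libraries in the fit and 9 with voom. The genes were Spib itself, Zap70, Gm17767, Wnt10a, Gm20746, Havcr1, Klk8, Gm15545, Rcn3, Ftl1, Dhdh, Ntn5, Csrp3 and Cfp. Of these, only Spib and Gm15545 lie within 500 kb of Spib, and besides Spib 7 lie within 5 Mb of it on chromosome 7 (Klk8, Gm15545, Rcn3, Ftl1, Dhdh, Ntn5 and Csrp3), among 112 genes tested there. Elsewhere 6 of 12320 genes were DE. Ftl1 (chromosome 7 from 45457944 to 45459886 of GRCm38) had a log2 fold change of -5.06 (standard error 0.35, edgeR adjusted p = 3.7e-05) and Csrp3 (chromosome 7 from 48830398 to 48848051) one of 6.30 (standard error 0.35, edgeR adjusted p = 1.04e-05). Outside chromosome 7, Havcr1 changed by -1.81 (standard error 0.24, edgeR adjusted p = 0.0194) and Cfp by -1.17 (standard error 0.16, edgeR adjusted p = 0.0259). Zap70 changed by 1.51 (standard error 0.25, edgeR adjusted p = 0.0708), and its adjusted p was 0.187 with voom. The authors' list in Supplementary Data names 17 genes, all of which changed in the same direction here and 7 of which were DE here. The effect of SpiB loss differed from that in naive cells for 294 of 13684 genes (edgeR adjusted p under 0.15 for the difference). In control cells Spib fell from 1413 CPM in the naive stage to 462 CPM in culture. The paper proposes that this rapid downregulation of Spib accounts for the small effect.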

Our re-analysis of ChIPseq data of PU.1 binding in LPS activated plasmablasts found that PU.1 bound in 4826 genes^27^. Comparison with the gene expression data revealed a highly significant enrichment of PU.1 binding in genes that required PU.1 or PU.1 and SpiB for their expression (Fig. 5c and Supplementary Data). These data demonstrate that PU.1 functions predominantly as an activator of gene expression during B cell terminal differentiation.

To investigate how PU.1 and SpiB interact with the gene regulatory networks controlling late B cell and plasma cell differentiation, we interrogated our RNA-seq data from activated B cells for the expression of the transcriptional regulators known to be important in these processes^5^. Although all components of the B cell network were expressed in the absence of PU.1 and SpiB, indicating that the network is intact at a global level, we observed partial reduction in several key regulators, including *Pax5* and *Bcl6* in PU.1 cKO and PU.1 SpiB DKO B cells (Fig. 5d). 

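Pax5 (Entrez ID 18507) lies on chromosome 4 from 44524748 to 44710694 of GRCm38 and Bcl6 (Entrez ID 12053) on chromosome 16 from 23965050 to 23988866. In CD40L + IL-4 cultures Pax5 stood at 219 ± 8.23 CPM (SD, n = 2) in control, 116 ± 4.91 CPM in PU.1 cKO, 187 ± 34.4 CPM in SpiB KO and 115 ± 24.2 CPM in PU.1 SpiB DKO. Its log2 fold change against control was -0.92 (standard error 0.19, edgeR adjusted p = 0.0116) in PU.1 cKO and -0.94 (standard error 0.19, edgeR adjusted p = 0.00785) in PU.1 SpiB DKO, and both were DE. Bcl6 stood at 23.2 ± 11, 11.2 ± 3.24, 17.2 ± 9.39 and 10 ± 3.1 CPM in the same order. Against control it changed by -1.09 (standard error 0.41, edgeR adjusted p = 0.142) in PU.1 cKO and -1.22 (standard error 0.42, edgeR adjusted p = 0.0838) in PU.1 SpiB DKO, and both met the definition of a DE gene. The control libraries of Bcl6 lay far apart, and the PU.1 cKO value was -0.48 without control replicate 1 and -1.50 without control replicate 2. For PU.1 SpiB DKO the corresponding values were -0.63 without control replicate 1 and -1.64 without control replicate 2. All 13 regulators drawn in Fig. 5d were detected in each genotype, and 11 of them stood above 10 CPM in control cells. Their median log2 fold change was 0.36 in PU.1 cKO (5 DE and higher, 2 lower), -0.041 in SpiB KO (0 DE, 1 at an unadjusted p under 0.05) and 0.53 in PU.1 SpiB DKO (6 DE and higher, 4 lower). In PU.1 SpiB DKO 12 of the 13 passed an adjusted p of 0.15 over all genes, and 12 when adjusted over the list alone. The study chose this list on these samples, so the latter is not independent evidence. From the continued expression of these regulators the paper concludes that the network is globally intact.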

PU.1 and SpiB also appeared to redundantly regulate the expression of *Bach2*, a critical negative regulator of *Blimp1* and plasma cell differentiation^28^. In contrast the expression of other important regulators, including Irf4, *Irf8*, and *Pou2af1* (Obf1) was similar in all genotypes. 

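Bach2 (Entrez ID 12014) lies on chromosome 4 from 32238413 to 32586109 of GRCm38. Its level in CD40L + IL-4 cultures was 139 ± 29.1 CPM (SD, n = 2) in control, 132 ± 23.1 CPM in PU.1 cKO, 133 ± 6.79 CPM in SpiB KO and 71.5 ± 9.78 CPM in PU.1 SpiB DKO. The log2 fold change against control was -0.96 (standard error 0.20, edgeR adjusted p = 0.00908) in PU.1 SpiB DKO and remained between -1.16 and -0.73 when libraries were left out one at a time. It was -0.078 (standard error 0.19, edgeR adjusted p = 0.86) in PU.1 cKO and -0.058 (standard error 0.19, edgeR adjusted p = 1) in SpiB KO. Neither of these has a settled sign, since the former became 0.16 without control replicate 1 and the latter 0.18 without control replicate 1. PU.1 SpiB DKO differed from PU.1 cKO by -0.88 (standard error 0.20, edgeR adjusted p = 0.0522). The interaction term was -0.82 (edgeR adjusted p = 0.36), so a departure from the sum of the single effects was not detectable for this gene with 2 libraries per group.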

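In CD40L + IL-4 cultures Irf8 (chromosome 8 from 120736358 to 120756694 of GRCm38) stood at 667 ± 2.32 CPM (SD, n = 2) in control, 618 ± 8.68 CPM in PU.1 cKO, 725 ± 78.5 CPM in SpiB KO and 718 ± 9.72 CPM in PU.1 SpiB DKO. It changed by -0.11 (standard error 0.15, edgeR adjusted p = 0.727) in PU.1 cKO and 0.11 (standard error 0.15, edgeR adjusted p = 0.675) in PU.1 SpiB DKO. Pou2af1 (chromosome 9 from 51213690 to 51240079) changed by 0.34 (standard error 0.15, edgeR adjusted p = 0.218) in PU.1 cKO. In PU.1 SpiB DKO it changed by 0.53 (standard error 0.16, edgeR adjusted p = 0.0459), which is under a fold change of 1.5, and voom gave 0.28 with an adjusted p of 0.39. Irf4 (chromosome 13 from 30749233 to 30766981) stood at 422 ± 33.1 CPM in control and 544 ± 209 CPM in SpiB KO, against 673 ± 15.2 CPM in PU.1 cKO and 659 ± 57.9 CPM in PU.1 SpiB DKO. Irf4 was DE in both mutants, at 0.67 (standard error 0.23, edgeR adjusted p = 0.102) in PU.1 cKO and 0.64 (standard error 0.23, edgeR adjusted p = 0.0885) in PU.1 SpiB DKO. Leaving out each library in turn gave 0.60 to 0.75 and 0.56 to 0.73. The Entrez IDs of Irf8, Pou2af1 and Irf4 are 15900, 18985 and 16364.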

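Tcf3 (Entrez ID 21423, chromosome 10 from 80409541 to 80433976 of GRCm38), which encodes E2A, and Tcf4 (Entrez ID 21413, chromosome 18 from 69343429 to 69687967), which encodes E2-2, were compared in the CD40L + IL-4 cultures. Tcf3 stood at 290.4 ± 17.7 CPM (SD, n = 2) in control and 385 ± 12.2 CPM in PU.1 SpiB DKO, a log2 fold change of 0.41 (standard error 0.14, edgeR adjusted p = 0.0898). This is below the fold change of 1.5, so Tcf3 was not DE, and the adjusted p was 0.172 with only these 4 libraries in the fit. In PU.1 cKO it changed by 0.36 (standard error 0.14, edgeR adjusted p = 0.161), with an adjusted p of 0.029 in a fit of all 24 libraries. Tcf4 fell from 256 ± 20.5 CPM to 157 ± 8.46 CPM, a log2 fold change of -0.70 (standard error 0.18, edgeR adjusted p = 0.0235), and was DE. With each library left out in turn it stayed within -0.78 to -0.62. In PU.1 cKO, Tcf4 changed by -0.32 (standard error 0.17, edgeR adjusted p = 0.314), and by -0.13 without PU.1 cKO replicate 2.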

Curiously, we observed a small but significant increase in *Tcf3* (E2A) and a similar decrease in *Tcf4* (E2-2) in PU.1 SpiB DKO B cells (Fig. 5d). Similar results were also observed in activated B cell cultures following stimulation with LPS + IL-4 (Supplementary Fig. 6D).

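In LPS + IL-4 cultures the 13 regulators drawn in Fig. 5d had a median log2 fold change of 0.71 in PU.1 SpiB DKO against control, with 8 DE and higher and 0 DE and lower. Passing an adjusted p of 0.15 over all genes were 12 of them, and 13 when adjusted over the list alone. Pax5 changed by -0.53 (standard error 0.13, edgeR adjusted p = 0.0297) in PU.1 cKO and by -0.48 (standard error 0.13, edgeR adjusted p = 0.0209) in PU.1 SpiB DKO, both below a fold change of 1.5. Bcl6 changed by -1.07 (standard error 0.28, edgeR adjusted p = 0.0367) in PU.1 cKO, and by -0.62 without control replicate 1. In PU.1 SpiB DKO it changed by 0.51 (standard error 0.27, edgeR adjusted p = 0.177), and by 0.54 with an adjusted p of 0.0419 when the replicate number was a block. Unblocked, the value was 0.12 without control replicate 2 and 0.96 without control replicate 1. Bach2 changed by -0.27 (standard error 0.10, edgeR adjusted p = 0.0603) in PU.1 SpiB DKO. Tcf3 changed by 0.19 (standard error 0.086, edgeR adjusted p = 0.125) and Tcf4 by 0.26 (standard error 0.086, edgeR adjusted p = 0.0455), neither of them DE. With each library left out in turn, Tcf3 ranged over 0.12 to 0.25 and Tcf4 over 0.17 to 0.33. Irf4 at 0.71 (adjusted p = 0.000931), Irf8 at 0.66 (adjusted p = 0.000547) and Pou2af1 at 1.03 (adjusted p = 9.71e-05) were DE and higher by edgeR. The effect of the double loss was tested for a difference between the cultures, LPS + IL-4 minus CD40L + IL-4. That difference was 1.67 for Bcl6 (standard error 0.50, edgeR adjusted p = 0.0298) and 0.88 for Tcf4 (standard error 0.21, edgeR adjusted p = 0.00939). It was 0.60 for Bach2 (standard error 0.22, edgeR adjusted p = 0.0739).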

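Prdm1 (chromosome 10 from 44437174 to 44528558 of GRCm38), which encodes Blimp1, stood at 8.72 ± 0.552 CPM (SD, n = 2) in control, 50.9 ± 2.92 CPM in PU.1 cKO, 5.55 ± 0.734 CPM in SpiB KO and 48 ± 3.66 CPM in PU.1 SpiB DKO after culture with CD40L + IL-4. It rose by 2.55 (standard error 0.18, edgeR adjusted p = 9.41e-06) on the log2 scale in PU.1 cKO and by 2.46 (standard error 0.18, edgeR adjusted p = 1.38e-05) in PU.1 SpiB DKO. Ell2 (chromosome 13 from 75707484 to 75772361) rose by 1.80 (standard error 0.19, edgeR adjusted p = 0.000254) and 2.14 (standard error 0.20, edgeR adjusted p = 6.51e-05). Cebpb (chromosome 2 from 167688915 to 167690432) rose by 1.15 (standard error 0.22, edgeR adjusted p = 0.00951) and 1.38 (standard error 0.23, edgeR adjusted p = 0.00261). These 3 genes were DE in both mutants, and leaving out any library of the groups compared left each log2 fold change above 1.02. Irf4 was DE and higher in both mutants as well. Xbp1 (chromosome 11 from 5520641 to 5525993) stood at 881 ± 104 CPM in control and 1719 ± 109 CPM in PU.1 SpiB DKO, a log2 fold change of 0.96 (standard error 0.19, edgeR adjusted p = 0.00646). In PU.1 cKO its log2 fold change was 0.45 (standard error 0.18, edgeR adjusted p = 0.171), with adjusted p-values of 0.119 by voom, 0.122 by DESeq2 and 0.0322 in a fit of all 24 libraries. These genes are listed by Entrez IDs 12142 (Prdm1), 192657 (Ell2), 12608 (Cebpb) and 22433 (Xbp1).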

Analysis of the transcriptional regulators of the plasma cell fate identified premature de-repression of *Prdm1*, *Ell2*, *Irf4* and *Cebpb* without PU.1 or PU.1 and SpiB and *Xbp1* in the absence of both factors (Fig. 5d). 

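A list of 14 plasma cell genes, 5 of them also among the regulators drawn in Fig. 5d, was tested in PU.1 SpiB DKO against control after culture with CD40L + IL-4. Of the 13 genes tested, 7 stood above 10 CPM in control cells. The median log2 fold change was 1.29 (camera adjusted p = 3.25e-13), with 12 genes above 0 and 1 below. It was 1.45 without the gene whose libraries held at most 3 counts in both groups. DE and higher were 9 genes, and 0 were DE and lower. Passing an adjusted p of 0.15 were 10 over all genes and 11 adjusted over the list alone. The camera call held under fry, but with an estimated correlation between genes the camera adjusted p was 0.0675. The cells had been sorted as CD138-, and the paper interprets the rise of such genes as an early marker of a greater propensity for terminal differentiation.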

As no bona fide plasma cells are observed at this early time point (Supplementary Fig. 3), we interpret the de-repression of these genes to be early markers of the increased propensity of the PU.1 cKO and PU.1 SpiB DKO B cells to undergo terminal differentiation. 

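Ighg1, the constant region gene of IgG1, changed by 1.05 (standard error 0.24, edgeR adjusted p = 0.0197) on the log2 scale in PU.1 cKO and 1.60 (standard error 0.24, edgeR adjusted p = 0.00148) in PU.1 SpiB DKO after culture with CD40L + IL-4. Ighe, that of IgE, changed by -2.07 (standard error 0.51, edgeR adjusted p = 0.0289) in PU.1 cKO. In PU.1 SpiB DKO Ighe changed by 0.29 (standard error 0.48, edgeR adjusted p = 0.737), and by -0.66 without PU.1 SpiB DKO replicate 2. Constant region counts include unswitched germline transcripts, and reads of similar constant regions are uncertain, so these values do not measure switching. Neither gene has a deposited RPKM in this culture.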

Notably, we also observed a robust increase in *Aicda*, encoding Activation induced cytidine deamidase (AID) in PU.1 cKO and PU.1 SpiB DKO B cells, making it unlikely that a deficiency in this enzyme is the underlying cause of the defective CSR observed in vitro and in vivo without PU.1 and SpiB (Fig. 5d, Supplementary Fig. 6D).

Gene ontology analysis of the DE genes revealed enrichment for “Metabolic pathways” in each gene set. 

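The KEGG analysis was not repeated here. The 19 genes of the BCR signalling pathway drawn in Fig. 6a were tested as a list in the CD40L + IL-4 cultures, and 18 of them stood above 10 CPM in control cells. Their median log2 fold change was -0.78 in PU.1 cKO (camera adjusted p = 3.87e-12, 18 genes below 0 and 1 above) and -1.29 in PU.1 SpiB DKO (camera adjusted p = 1.07e-20, 19 genes below 0). DE and lower were 12 genes in PU.1 cKO and 18 in PU.1 SpiB DKO. Passing an adjusted p of 0.15 over all genes were 14 in PU.1 cKO and 19 in PU.1 SpiB DKO, and adjusted over the list alone 17 and 19. With an estimated correlation between genes the camera adjusted p was 0.118 in PU.1 cKO and 0.0675 in PU.1 SpiB DKO. The list was drawn from DE genes of these samples, so its fall is not independent evidence. In SpiB KO the median was -0.14, 0 genes were DE, and 1 passed an unadjusted p of 0.05. Its camera adjusted p was 0.0366, and under fry 0.459. That median became 0.055 without SpiB KO replicate 2 and -0.31 without SpiB KO replicate 1.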

More informatively the pathways downregulated in PU.1 cKO and PU.1 SpiB DKO largely overlapped and included several gene sets associated with lymphocyte signaling, including the BCR signaling pathway (Fig. 5e). Genes upregulated showed a strong increase in gene frequency in the DKO comparison and included the “protein processing” gene set that contains many genes involved in the unfolded protein response, which is critical for high level antibody secretion by plasma cells (Fig. 5e).

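A list of 54 genes of protein processing in the endoplasmic reticulum and the unfolded protein response, 50 of them above 10 CPM in control cells, was tested in the same cultures. It was fixed independently of the KEGG set. The median log2 fold change was 0.41 in PU.1 cKO (camera adjusted p = 1.4e-10, 15 genes DE and higher) and 0.64 in PU.1 SpiB DKO (camera adjusted p = 1.94e-16, 29 genes DE and higher). No gene of the list was DE and lower in either. Passing an adjusted p of 0.15 over all genes were 23 in PU.1 cKO and 40 in PU.1 SpiB DKO, and adjusted over the list alone 43 and 46. With each library left out in turn the medians stayed within 0.37 to 0.52 and 0.59 to 0.68. In LPS + IL-4 cultures the median in PU.1 SpiB DKO was 0.36 (camera adjusted p = 9.96e-09), with 12 genes DE and higher, 42 passing over all genes and 48 adjusted over the list alone. The camera calls of this list held under fry but not with an estimated correlation between genes. There the camera adjusted p was 0.201, 0.167 and 0.201 in the same order.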

Given the strong deficiency we observed in PU.1 SpiB DKO mice after T-dependent immunization and the existing literature in this area, we decided to focus on the B cell receptor (BCR) signaling pathway. 

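Of the genes encoding the BCR itself, Cd79a (chromosome 7 from 24897497 to 24901858 of GRCm38) changed by 0.080 (standard error 0.20, edgeR adjusted p = 0.827) and Cd79b (chromosome 11 from 106311341 to 106314562) by -0.46 (standard error 0.22, edgeR adjusted p = 0.204) on the log2 scale in PU.1 SpiB DKO against control after culture with CD40L + IL-4. The value of Cd79a ranged over -0.070 to 0.25 with each library left out in turn, and that of Cd79b over -0.67 to -0.21. The immunoglobulin constant region genes have no deposited RPKM in this culture and could not be called DE in it, and reads may be split among the similar Iglc genes, whose values are uncertain. Their log2 fold changes by edgeR were 0.84 (adjusted p = 0.00869) for Ighm, 0.79 (adjusted p = 0.0202) for Igkc, 0.95 (adjusted p = 0.00811) for Iglc1, 0.49 (adjusted p = 0.131) for Iglc2 (range 0.24 to 0.80 with each library left out in turn) and 0.064 (adjusted p = 0.852) for Iglc3. Ighd changed by -0.46 (adjusted p = 0.495) by edgeR, and by -1.39 without PU.1 SpiB DKO replicate 1. The 8 genes together had a median of 0.29, with 0 DE, 4 passing an adjusted p of 0.15 over all genes and 5 adjusted over the list alone. With LPS + IL-4, where all have an RPKM, the median was 0.55 and 3 of the 8 were DE and higher: Ighm, Iglc1 and Cd79a. Among the 19 downstream genes drawn in Fig. 6a, the falls ranged from -3.39 to -0.69. Of these, 9 fell between 2-fold and 3-fold and 5 by more. Btk (chromosome X from 134542334 to 134583628) changed by -1.30 (standard error 0.17, edgeR adjusted p = 0.000547), Blnk (chromosome 19 from 40928927 to 40994221) by -0.69 (standard error 0.14, edgeR adjusted p = 0.00979) and Rasgrp3 (chromosome 17 from 75435870 to 75529054) by -1.67 (standard error 0.18, edgeR adjusted p = 0.000203). Lyn (chromosome 4 from 3678068 to 3791612) changed by -1.29 (standard error 0.22, edgeR adjusted p = 0.00321) and Syk (chromosome 13 from 52582610 to 52648792) by -1.08 (standard error 0.24, edgeR adjusted p = 0.0127). Pirb had the largest fall, -3.39 (standard error 0.55, edgeR adjusted p = 0.00224), but its mean deposited log2 RPKM over the 8 libraries was below 0, so it was not DE here.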

Strikingly, although the core constituents of the BCR (*Igh*, *Igk*, *Igl*, *Cd79a*, and *Cd79b*) were normally expressed, many downstream components of the BCR signal transduction cascade were significantly downregulated (most between 2-fold and 3-fold) in the absence of PU.1 and SpiB (Fig. 6a). 

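In PU.1 cKO B cells, 6 of the 19 BCR signalling genes fell between 2-fold and 3-fold, 2 fell by more, and the remainder changed less. Btk changed by -0.67 (standard error 0.16, edgeR adjusted p = 0.0285) and Rasgrp3 by -1.84 (standard error 0.18, edgeR adjusted p = 0.000159) on the log2 scale. Lyn changed by -0.63 (standard error 0.21, edgeR adjusted p = 0.105), and by -0.42 without PU.1 cKO replicate 2. Blnk changed by -0.22 (standard error 0.14, edgeR adjusted p = 0.405) and was not DE. Syk changed by -0.077 (standard error 0.23, edgeR adjusted p = 0.888), with a range of -0.33 to 0.17 over the fits that each left out 1 library, and Pik3cg by 0.54 (standard error 0.27, edgeR adjusted p = 0.281), the only value of the list above 0, with a range of 0.19 to 0.86. Between PU.1 SpiB DKO and PU.1 cKO, Syk differed by -0.998 (standard error 0.24, edgeR adjusted p = 0.0634) and Pik3cg by -1.61 (standard error 0.28, edgeR adjusted p = 0.0164). Pirb changed by -4.27 (standard error 0.52, edgeR adjusted p = 0.0006) and was below the threshold on RPKM here too.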

A similar trend, albeit with a lower fold change was also observed in PU.1 cKO B cells. Western analysis confirmed these findings, with modest reductions in protein expression for several BCR signaling components including Btk, Rasgrp3, and Card11 (Fig. 6c) in the absence of PU.1 or PU.1 and SpiB. Analysis of the PU.1 ChIPseq data identified the presence of PU.1 binding in the proximal promoter of most of the PU.1 and PU.1/SpiB dependent components of the BCR pathway (Fig. 6b). A similar trend, in several BCR signaling components was also observed following activation with LPS + IL-4 (Supplementary Fig. 7).

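In LPS + IL-4 cultures the same 19 genes had a median log2 fold change of -0.39 in PU.1 SpiB DKO against control (camera adjusted p = 1.51e-05), with 17 below 0 and 2 above. With an estimated correlation between genes the camera adjusted p was 0.205. DE and lower were 4 of the 19 genes. Passing an adjusted p of 0.15 were 15 over all genes and 15 adjusted over the list alone, most of them with a fold change under 1.5. In PU.1 cKO the median was -0.45 with 5 genes DE and lower, and in SpiB KO it was 0.038 with 0 DE (2 at an unadjusted p under 0.05). Fcgr2b changed by -1.05 (standard error 0.11, edgeR adjusted p = 0.000141) and Btk by -0.67 (standard error 0.11, edgeR adjusted p = 0.00207). Syk changed by -0.55 (standard error 0.082, edgeR adjusted p = 0.00105) and Lyn by -0.24 (standard error 0.10, edgeR adjusted p = 0.0947), neither of them DE, and the adjusted p of Lyn was 0.19 with voom and 0.227 in a fit of all 24 libraries. With each library left out in turn, the value of Lyn ranged over -0.36 to -0.13. Malt1 changed by -0.10 (standard error 0.11, edgeR adjusted p = 0.511) and by 0.026 without control replicate 1. Pik3cg changed by 0.090 (standard error 0.086, edgeR adjusted p = 0.464), with a range of 0.018 to 0.16 over those fits. Pirb fell by 3.37 (standard error 0.51, edgeR adjusted p = 0.00111) but stayed under the threshold on RPKM.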

**Fig. 6:**
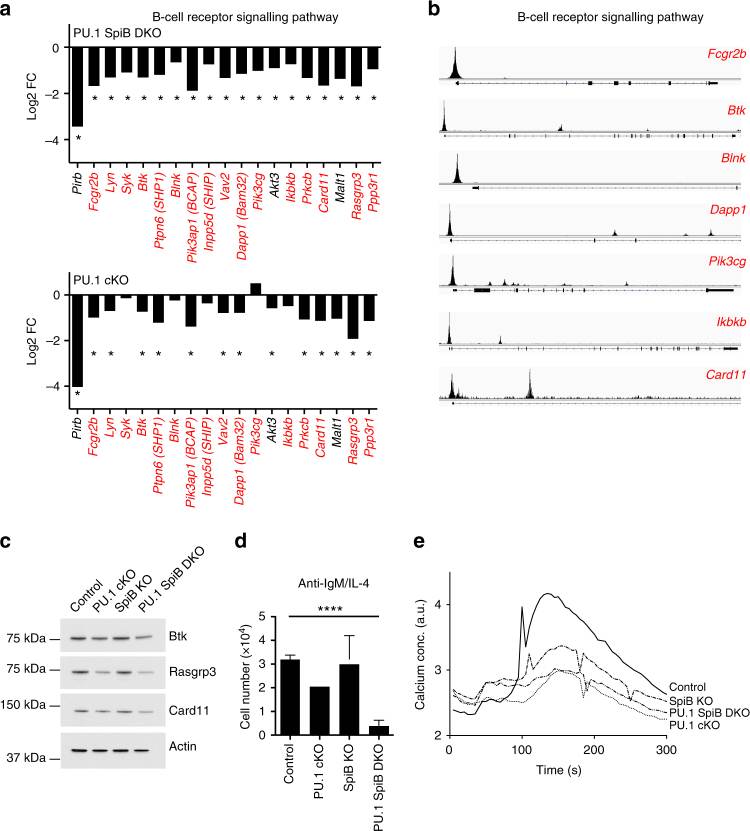
PU.1 and SpiB maintain expression of multiple BCR components. **a** Gene expression (from Fig. 5) for the indicated genotype is plotted as the mean fold change (log_2_, from 2 experiments) relative to the expression in the control genotype. *Indicates genes that are DE relative to controls (defined as log_2_ fold change >0.6-fold, log_2_ RPKM (reads per kilobase of exon model per million mapped reads) >0, *P* < 0.15). **b** PU.1 ChIPseq identifies promoter-binding sites for PU.1 in many components of the BCR signaling pathway. Gene structures are shown below. Gene names in **a**, **b** with PU.1 peaks (*P* < 10^−6^) are indicated in red. **c** Lysates were generated from activated B cells (cultured for 48 h in CD40 L + IL-4) of the indicated genotype. Western blotting was performed for the indicated proteins. Actin serves as a control for protein loading. Data in **b**, **c** are representative of two experiments each. **d** Loss of PU.1 and SpiB leads to decreased viability in response to BCR signaling. Resting lymph node B cells from mice of the indicated genotype were labeled with CTV and cultured in the presence of anti-IgM + IL-4 for 3d before flow cytometric analysis. The number of live cells is plotted for each genotype examined. Data are the mean ± s.d. for three independent experiments. *P*-values compare the indicated samples (two tailed *t*-test). ****P < 0.0001. **e** Resting B cells of the indicated genotype were cultured with CD40 L + IL-4 for 48 h before being washed and rested for one hour. Cells were then loaded with Indo-1 AM before basal fluorescence was measured for 30 s. Anti-IgM was then added and fluorescence changes recorded for an additional 2.5 min. Results are presented as arbitrary units of changes in fluorescence ratio over time. Data are representative of two experiments

To determine if these quantitative changes in the expression of multiple components of the BCR resulted in impaired signaling and cellular responses, we cultured follicular B cells of the four genotypes in the presence of anti-IgM + IL-4 for 3 days. Proliferation was similar between the control, PU.1 cKO and SpiB KO B cells, however in keeping with the gene expression data, PU.1 SpiB DKO B cells displayed extremely low viability after BCR engagement (Fig. 6d). To assess more proximal signaling events after BCR crosslinking we could not use the traditional cell source of naive B cells as the inactivation of *Spi1* is incomplete in PU.1 SpiB DKO follicular B cells (Supplementary Fig. 3A). To circumvent this problem, we first cultured naive follicular B cells for 48 h in CD40 L + IL-4, a time point where exon 5 of *Spi1* was absent (Fig. 5a), rested them for one hour and then exposed the cells to anti-IgM. This approach showed clear inhibition in the BCR response, as assessed by calcium mobilization, in the absence of PU.1, and to a lesser extent SpiB (Fig. 6e). These data demonstrate that PU.1 and SpiB are redundant regulators of multiple components of the BCR signaling pathway.

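Redundancy was tested in the CD40L + IL-4 transcriptome as the interaction of the losses of PU.1 and SpiB, the departure of PU.1 SpiB DKO from the sum of the single effects. It passed an adjusted p of 0.15 in edgeR for 149 of 12721 genes (69 positive, 80 negative). Of these, 77 were DE in PU.1 SpiB DKO against control, with a change beyond the sum in 54 and short of it in 23. The interaction also takes in genes changed mainly in PU.1 cKO, which need not reflect redundancy. H2-Ea-ps, for example, changed by 14.39 in PU.1 cKO, 0.90 in SpiB KO and 4.29 in PU.1 SpiB DKO. Since SpiB KO mice carry no Cre, any effect of Cre enters it as well. The count of interactions was 75 with voom, 284 with DESeq2 and 647 without the filter on low counts. Among the BCR signalling genes the interaction was -1.69 (edgeR adjusted p = 0.134) for Pik3cg, whose fall occurred only in PU.1 SpiB DKO among the genotypes compared. It was -0.99 (edgeR adjusted p = 0.36) for Syk, -0.79 (edgeR adjusted p = 0.471) for Lyn, -0.61 (edgeR adjusted p = 0.455) for Btk and -0.44 (edgeR adjusted p = 0.633) for Blnk. Negative values mean that the double loss lowered the gene by more than the single losses summed, and for the last 4 this was not detectable with 2 libraries per group. In LPS + IL-4 cultures 184 of 12445 genes passed the same test, 88 of them DE in PU.1 SpiB DKO, and 1284 passed with the replicate number as a block.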

### Regulation of immune receptors by PU.1 and SpiB

In addition to the regulation of the genes encoding members of the BCR signaling pathway, it was striking that PU.1 or PU.1 and SpiB were required for the normal expression of several other immune receptors critical for the ability of a B cell to sense its immunological environment (Fig. 7a, Supplementary Fig. 7B). This included *Tnfrsf13c*, encoding the BAFF-R, essential for peripheral B cell survival and homeostasis^1^ and *Cd40*, a critical component of T cell help^29^. 

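The 4 immune receptors drawn in Fig. 7a (Cd40, Tnfrsf13c, Tlr4 and Tlr9), all above 10 CPM in control cells, had a median log2 fold change after culture with CD40L + IL-4 of -0.65 in PU.1 cKO, -0.10 in SpiB KO and -1.59 in PU.1 SpiB DKO. DE and lower were 2 of them in PU.1 cKO, 0 in SpiB KO (0 at an unadjusted p under 0.05) and all 4 in PU.1 SpiB DKO. Adjusted over the list alone, 3 passed an adjusted p of 0.15 in PU.1 cKO and 4 in PU.1 SpiB DKO, against 2 and 4 over all genes. After LPS + IL-4 the median was -0.73 in PU.1 cKO, with 2 DE, and -1.19 in PU.1 SpiB DKO, with 4 DE. The genes were chosen by the study from these libraries.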

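After culture with CD40L + IL-4, Tnfrsf13c stood at 318 ± 45.7 CPM (SD, n = 2) in control, 240.4 ± 14.4 CPM in PU.1 cKO, 319 ± 56 CPM in SpiB KO and 138 ± 27.7 CPM in PU.1 SpiB DKO. Its log2 fold change against control was -0.41 (standard error 0.19, edgeR adjusted p = 0.24) in PU.1 cKO, where it was -0.25 without control replicate 2, and -1.21 (standard error 0.19, edgeR adjusted p = 0.00224) in PU.1 SpiB DKO. Between those mutants it differed by -0.80 (standard error 0.19, edgeR adjusted p = 0.0707). With LPS + IL-4 the change in PU.1 SpiB DKO was -0.99 (standard error 0.093, edgeR adjusted p = 6.65e-05). Cd40 (Entrez ID 21939, chromosome 2 from 165055614 to 165071654 of GRCm38) stood at 138 ± 33.9 CPM in control, 30.6 ± 1.43 CPM in PU.1 cKO, 105 ± 3.85 CPM in SpiB KO and 35.2 ± 5.42 CPM in PU.1 SpiB DKO. Cd40 changed by -2.17 (standard error 0.20, edgeR adjusted p = 7.17e-05) in PU.1 cKO and -1.96 (standard error 0.20, edgeR adjusted p = 0.000107) in PU.1 SpiB DKO. With LPS + IL-4 these changes were -1.19 (standard error 0.11, edgeR adjusted p = 0.000187) and -2.14 (standard error 0.12, edgeR adjusted p = 3.71e-06).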

Flow cytometric analysis confirmed the downregulation of both the BAFF-R and CD40 in the absence or PU.1, with a further reduction in expression in the absence of both PU.1 and SpiB (Fig. 7b, c). Analysis of the PU.1 ChIP-seq data again showed the presence of PU.1 binding in the proximal promoter of both of these targets (Fig. 7d).

**Fig. 7:**
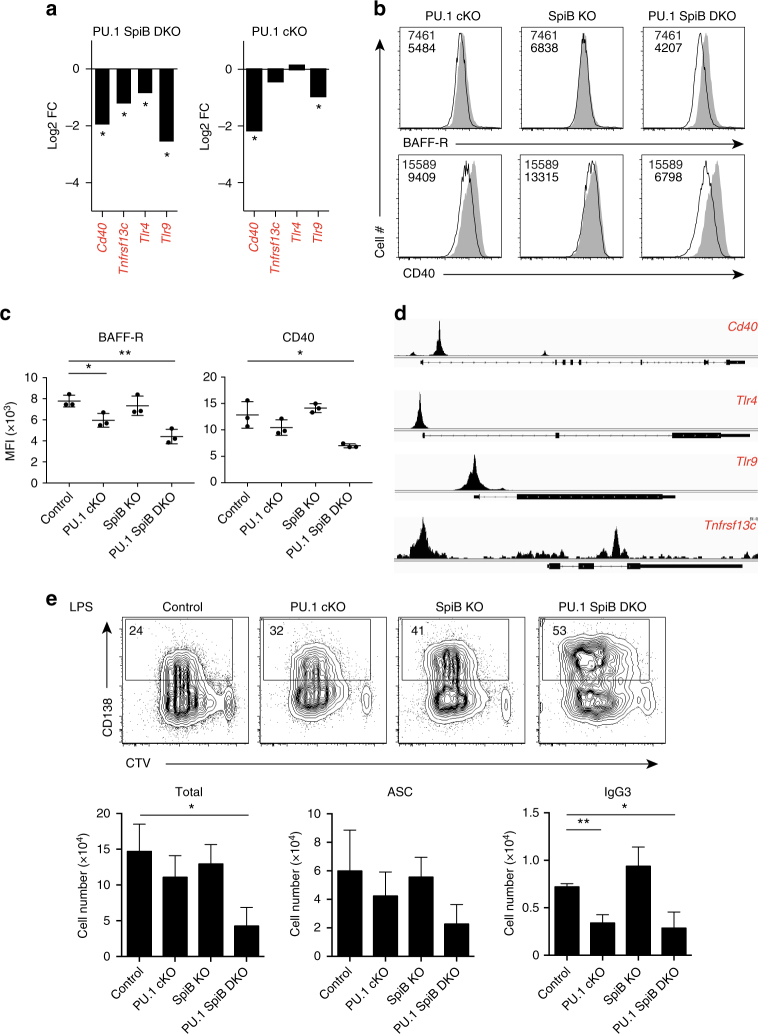
PU.1 and SpiB are required to maintain the expression of several immune sensors. **a** Gene expression (from Fig. 5) for the indicated genotype is plotted as the mean fold change (log_2_, from 2 experiments) relative to the expression in the control genotype. *Indicates genes that are DE relative to controls (defined as log_2_ fold change >0.6-fold, log_2_ RPKM (reads per kilobase of exon model per million mapped reads) >0, *P* < 0.15). **b** Flow cytometric analysis showing the expression of BAFF-R or CD40 on activated B cells of the indicated genotype (black line), relative to control B cells (solid gray), 48 h after stimulation with CD40 L + IL-4. **c** Mean fluorescence intensity (MFI) is graphed as the mean ± s.d. Each circle represents the results from an individual mouse. *P*-values compare the indicated samples (two tailed *t*-test). *P < 0.05, **P < 0.01. Data in **b**, **c** are from 3 experiments. **d** ChIPseq identifies proximal promoter-binding sites for PU.1 for the genes shown in **a**. Gene structures are shown below. Gene names in **a**, **d** with PU.1 peaks (*P* < 10^−6^) are indicated in red. Data are representative of two experiments. **e** Impaired survival of PU.1 SpiB DKO B cells in response to the TLR4 agonist LPS. Resting lymph node B cells from mice of the indicated genotype were labeled with CTV and cultured in the presence of LPS for 4d before flow cytometric analysis. Numbers in the boxes are the proportion of CD138^+^ antibody-secreting cells (ASC). Data are representative of 3 experiments. Quantitation of the total cell number (left), total number of ASCs (middle) and IgG3^+^ cells (right) is shown in the lower graphs. Data are the mean ± s.d. for three independent experiments. *P*-values compare the indicated samples (two tailed *t*-test). *P < 0.05, **P < 0.01. The full gating strategies are shown in Supplementary Fig. 9A and B, respectively

This quantitative reduction in *Tnfrsf13c* is likely to be responsible for the 2-fold to 3-fold reduction in follicular B cells in PU.1 SpiB DKO mice (Fig. 2b), while the deceased CD40 expression may be responsible for the lower cell yields in cultures containing CD40 L and IL-4, despite the increased propensity to differentiate into ASCs (Fig. 4b). In contrast, cytokine receptors, such as the *IL4ra* and *Il5r* were marginally upregulated in the absence of PU.1 and SpiB (1.6-fold each).

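Il4ra (Entrez ID 16190, chromosome 7 from 125552271 to 125579474 of GRCm38) stood at 1739 ± 180.1 CPM (SD, n = 2) in control and 2856 ± 333 CPM in PU.1 SpiB DKO after culture with CD40L + IL-4. The fold change was 1.64, or 0.72 (standard error 0.17, edgeR adjusted p = 0.0169) on the log2 scale. In PU.1 cKO the log2 fold change was 0.42 (standard error 0.17, edgeR adjusted p = 0.161), with an adjusted p of 0.108 by DESeq2 and 0.03 in a fit of all 24 libraries. Il5ra (Entrez ID 16192, chromosome 6 from 106710375 to 106749037) stood at 43.2 ± 2.3 CPM in control and 67.9 ± 19.5 CPM in PU.1 SpiB DKO. Its fold change was 1.57, or 0.65 (standard error 0.23, edgeR adjusted p = 0.0816) on the log2 scale, and the log2 value was 0.33 without PU.1 SpiB DKO replicate 2. In PU.1 cKO it was -0.22 (standard error 0.22, edgeR adjusted p = 0.614).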

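Tlr4 (Entrez ID 21898, chromosome 4 from 66827551 to 66846581 of GRCm38) stood at 17.1 ± 2.62 CPM (SD, n = 2) in control, 18.5 ± 0.543 CPM in PU.1 cKO, 16.8 ± 1.73 CPM in SpiB KO and 9.4 ± 1.97 CPM in PU.1 SpiB DKO after culture with CD40L + IL-4. Tlr4 changed by -0.87 (standard error 0.22, edgeR adjusted p = 0.0245) in PU.1 SpiB DKO, and the difference of PU.1 SpiB DKO from PU.1 cKO was -0.97 (standard error 0.21, edgeR adjusted p = 0.049). In PU.1 cKO it was 0.11 (standard error 0.20, edgeR adjusted p = 0.809), with a range of -0.031 to 0.27 when libraries were left out one at a time, and in SpiB KO -0.024 (standard error 0.21, edgeR adjusted p = 1), with a range of -0.17 to 0.14. Tlr9 (Entrez ID 81897, chromosome 9 from 106222598 to 106226876) stood at 134 ± 11.6 CPM in control, 72.5 ± 7.73 CPM in PU.1 cKO, 119 ± 29 CPM in SpiB KO and 23.2 ± 2.18 CPM in PU.1 SpiB DKO. Tlr9 changed by -0.89 (standard error 0.19, edgeR adjusted p = 0.0142) in PU.1 cKO and -2.54 (standard error 0.20, edgeR adjusted p = 2.39e-05) in PU.1 SpiB DKO, which differed from each other by -1.64 (standard error 0.20, edgeR adjusted p = 0.00162). The interaction of the losses of PU.1 and SpiB was -1.47 (edgeR adjusted p = 0.0563) for Tlr9 and -0.95 (edgeR adjusted p = 0.311) for Tlr4. After culture with LPS + IL-4, Tlr4 changed by -0.60 (standard error 0.12, edgeR adjusted p = 0.00545) in PU.1 SpiB DKO. Tlr9 changed there by -1.01 (standard error 0.16, edgeR adjusted p = 0.00374) in PU.1 cKO and -1.39 (standard error 0.17, edgeR adjusted p = 0.000294) in PU.1 SpiB DKO. PU.1 binding was not analysed here.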

Several important microbial sensors were also directly regulated by PU.1 and SpiB including *Tlr4* and *Tlr9*, with each having clear proximal promoter-binding sites for PU.1 (Fig. 7a, d, Supplementary Fig. 7B). To examine the relevance of the reduced TLR4, we cultured naive lymph node follicular B cells of each genotype in LPS. Although all genotypes robustly proliferated, as assessed by CTV dilution, there was a decrease in cell yields without PU.1 and SpiB (Fig. 7e). LPS induced a strong differentiation response to CD138^+^ plasma cells in control B cells that was augmented as a proportion of live cells at day 4, in the PU1 SpiB DKO cells (Fig. 7e), in a manner similar to that observed for CD40 L + IL-4 cultures (Fig. 5a). However, after adjustment for the different cell numbers obtained from the various genotypes, it was apparent that the total number of CD138^+^ cells was reduced without PU.1 and SpiB (Fig. 7e). LPS-induced CSR to IgG3 was dependent on PU.1 (Fig. 7e), in a manner similar to what we observed for IgG1. Taken together these data demonstrate that PU.1 and SpiB redundantly control the receptors for several major pathways by which B cells sense and respond to environmental cues.

## Discussion

Humoral immunity is underpinned by the ability of B cells to sense and integrate signals from their environment and respond with the appropriate intrinsic differentiation program. These environmental cues include the cognate antigen, T cell help and survival factors such as BAFF. In this study, we show that the Ets family transcription factors, PU.1 and SpiB, well-known regulators of early lymphopoiesis, are redundantly required for the normal expression and function of virtually all pathways by which B cells sense and respond to the surrounding milieu. In contrast plasma cell development was either unaffected or accelerated by the loss of both factors. Thus PU.1 and SpiB act redundantly to balance the proliferative and differentiation response of B cells that is essential for protective humoral immunity.

Within the Ets family, PU.1 and SpiB are the genes most highly related to each other. They bind to the same consensus DNA recognition site, either on their own or in complex with IRF4 or IRF8^17, 18^. Both factors are constitutively expressed throughout B cell development, with SpiB expression being rapidly extinguished upon plasma cell differentiation, while PU.1 remains expressed at a low concentration and can, at least in culture, still occupy many thousands of binding sites in the genome^27, 30^. The similarity of this pair of transcription factors has long complicated the interpretation of their function in B cells. PU.1 null embryos die in late gestation and lack all lymphocytes^12^, while removal of PU.1 in adult hematopoietic stem cells ablates B-cell development^9, 10^. Surprisingly, conditional inactivation of PU.1 in committed B cells using *Cd19*-Cre, which is first active during B cell development in the bone marrow, results in no pronounced defects in B cell production or function beyond a role in B1 cell formation^10, 13–16^. Loss of SpiB is also compatible with normal B cell development, however SpiB KO mice have defects in the GC reaction at later times points after immunization^22^. In this study, we observed normal numbers of peripheral B cell subsets in mice lacking PU.1 or SpiB, as well as functional GC, at the peak time post immunization (day 14). In contrast to our previous studies using *Cd19*-Cre^6, 14^, we observed a partial impairment in GC responses in vivo and enhanced plasma cell differentiation in vitro in the absence of PU.1. The major difference between the studies is that here we have utilized *Cd23*-Cre that is active from the transitional stage in the spleen^21^, sparing the bone marrow development process entirely. This, as discussed below may impact on the ability of SpiB to compensate for the loss of PU.1.

Previous attempts to investigate the degree of functional compensation between PU.1 and SpiB have been hampered by the complete absence of B cells in PU.1-deficient mice^12^. As a compromise, B cell development was examined in *Spi1* ^+/−^ *Spib* ^−/−^ mice, which show a 9-fold decrease in splenic follicular B cells^19, 23^. The residual B cells in those mice, many of which were MZ B cells, appeared to be functionally defective, unable to contribute to GCs and impaired in their signaling responses through the BCR^19^ and TLRs^31^. More recently, conditional inactivation of PU.1 on a SpiB KO background using *Cd19*-Cre, revealed a dramatic loss of follicular B cells and an expansion of the pre-B-cell compartment that ultimately generated B-ALL at high frequency^15, 32^. By utilizing *Cd23*-Cre our study has bypassed the important function of these proteins at the pre-B-cell stage and allowed the first robust analysis of the functionality of PU.1 SpiB DKO B cells. Although we found a 2-fold to 3-fold reduction in the frequency of follicular B cells in the DKO mice, these data should be interpreted cautiously, as we observed strong retention of the floxed exon 5 of *Spi1* in B cells only in the absence of *Spib*, suggesting that these two proteins are redundantly essential for follicular B cell survival. Interestingly, the gene encoding the BAFF-R, *Tnfrsf13c*, is a direct PU.1/SpiB target gene providing a likely mechanism for the reduced follicular B cell numbers^33^.

The redundancy between PU.1 and SpiB was also apparent on the molecular scale, with both the number of DE genes and the magnitude of change being increased in the PU.1 SpiB DKO activated B cells. 

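In the CD40L + IL-4 cultures, the 813 genes DE in the same direction in both mutants had a median size of the log2 fold change of 1.01 in PU.1 cKO and 1.14 in PU.1 SpiB DKO, and 529 of them (65.1%) changed more in PU.1 SpiB DKO. Over the 2110 genes DE in either mutant the medians were 0.67 and 0.81, and 1450 changed more in PU.1 SpiB DKO. The DE genes of each mutant taken by themselves had medians of 0.95 (PU.1 cKO) and 0.90 (PU.1 SpiB DKO). The choice of genes by their significance favours larger values in whichever mutant they were chosen in, and the longer list contributes more of them.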

Importantly, exon 5 of *Spi1* was efficiently excised in the DKO B cells after in vitro activation for 48 h, allowing a full examination of the transcriptional consequences of gene inactivation at this stage. As with the cellular data, redundancy between PU.1 and SpiB was observed. This agrees well with ChIPseq studies that show that the vast majority of SpiB occupied sites in the B cell genome also bind PU.1^18^. Pathway analysis of these data revealed a striking role for PU.1 and SpiB in directly regulating the expression of many components of the BCR signaling pathway, including the previously characterized targets, *Blnk* ^32^ and *Btk* ^34, 35^. Although the reduced expression of the individual target genes was in each case modest, combined reductions resulted in grossly impaired in vitro responsiveness to anti-IgM and a total ablation of the antigen-specific immune response. The function of PU.1 and SpiB was not restricted to the BCR pathway, as the ability of the double mutant follicular B cells to respond to antigen-independent simulation, either via T cells derived signals such as CD40 L or microbial stimuli such as LPS was also diminished, again likely due to the direct regulation of these key signaling pathways by PU.1 and SpiB.

In contrast to the essential function of PU.1 and SpiB to allow B cell responsiveness to environmental cues, both factors act as negative regulators of plasma cell development, in steady-state conditions in vivo and after activation in vitro. The increased plasma cell frequency in vivo was predominantly IgM secreting cells, with a milder increase in IgG3 production, isotypes that often derive from MZ B cells^24^. In keeping with this conclusion, MZ B cell frequency was unaltered in PU.1 SpiB DKO and mildly increased in *Spi1* ^+/−^ *Spib* ^−/−^ spleens^23^. The preferential retention of MZ B cells is potentially also due to the role of PU.1 and SpiB in activating the expression of key components of the BCR pathway, as impaired BCR signaling is known to favor MZ over follicular B cell fate^36^. The splenic MZ B cells from *Spi1* ^+/−^ *Spib* ^−/−^ mice have been shown to be impaired in their responses to several microbial products, including LPS, because of reduced *Nfkb1* expression^31^. In contrast our RNA-seq and ChIPseq data derived from in vitro activated lymph node follicular B cells pointed to defective *Tlr4* expression as the underlying cause of the reduced responsiveness to LPS in PU.1 SpiB DKO B cells.

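Nfkb1 (Entrez ID 18033, chromosome 3 from 135584655 to 135691969 of GRCm38) stood at 796 ± 154 CPM (SD, n = 2) in control and 905 ± 66.6 CPM in PU.1 SpiB DKO after culture with CD40L + IL-4. Its log2 fold change was 0.19 (standard error 0.17, edgeR adjusted p = 0.516), and 0.00013 without control replicate 2 and 0.40 without control replicate 1. A fall of this gene was not detectable in the CD40L + IL-4 libraries. The effect of the double loss on Nfkb1 was higher there than in naive cells, by 0.59 on the log2 scale (standard error 0.21, edgeR adjusted p = 0.0932). The absence of a detectable fall therefore does not extend to naive cells. From CD40L + IL-4 to LPS + IL-4 it differed by -0.32 (standard error 0.21, edgeR adjusted p = 0.321). From the fall of Tlr4 in CD40L + IL-4 cultures, with PU.1 binding at that gene, the paper proposes reduced Tlr4 as the cause. The effect to be explained is the weaker response to LPS. MZ B cells, to which the earlier report on Nfkb1 refers, were not sequenced in these libraries.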

PU.1 cKO and PU.1 SpiB DKO B cells also produced markedly more plasma cells after in vitro activation with CD40 L + IL-4 or LPS + IL-4. This is in keeping with our recent report of increased plasma cell differentiation in the absence of PU.1 and IRF8^6^ and occurred despite the lower overall cell yield without PU.1 and SpiB. PU.1/SpiB loss resulted in reduced expression of key B cell program regulators such as *Pax5*, *Bcl6*, and *Bach2*, while plasma cell promoting factors such as *Prdm1*, *Xbp1*, *Ell2*, and *Cebpb* were increased in expression. As with PU.1/IRF8 DKO B cells^6^, *Aicda* expression was increased in the absence of PU.1 and SpiB suggesting that reduced expression of this enzyme was not the underlying cause of the decreased CSR in PU.1 SpiB DKO B cells. Collectively these data suggest that PU.1 and SpiB act to balance B cell proliferation with the need to produce sufficient numbers of plasma cells, with PU.1 and SpiB deficiency tipping the balance away from clonal expansion and towards terminal differentiation.

There is to date only limited understanding of the unique function(s) of SpiB, although it is of note that *Spib* expression is restricted to B cells and pDCs^37^, lineages that have a distinctly low rate of PU.1 expression. Our finding of increased expression of genes associated with pDCs, macrophages and T cells in naive B cells lacking SpiB is reminiscent of similar observations of PU.1 repression of natural killer cell associated genes in pro-B^38^ and pro-T^39^ cells and suggests a previously unappreciated function of SpiB to repress lineage inappropriate gene expression in B cells that warrants closer examination in a future study. 

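Among the pDC genes, Siglech stood at 40.5 ± 23.6 CPM in naive control cells (SD, n = 2), 36.6 ± 4.67 in PU.1 cKO, 218 ± 26 in SpiB KO and 248 ± 26.9 in PU.1 SpiB DKO. Bst2 stood at 129 ± 22.8, 130.4 ± 12.9, 510.4 ± 104 and 579 ± 36 CPM in the same order. For Cd68 the values were 8.55 ± 3.95, 6.4 ± 0.232, 43 ± 8.69 and 54 ± 1.96 CPM. For Cd8a they were 7.16 ± 6.81, 5.89 ± 0.593, 203 ± 39.3 and 249 ± 23.1 CPM, while neither Cd3d nor Cd3g exceeded 1.19 CPM in a naive SpiB KO library. These genes were picked after their values were seen. After culture with CD40L + IL-4 the SpiB KO medians of the pDC, macrophage and CD8 T cell lists were -0.16, -0.14 and 0.096. With LPS + IL-4 they were -0.066, 0.27 and 0.44, and fewer genes could be tested in both cultures. A loss of other cells in culture or a change of B cells on activation could each give this, so it does not decide the source. Bulk libraries do not show whether such transcripts came from B cells or from a minority of other cells.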

PU.1, in contrast, has a broad expression pattern and has been intensively studied in many blood cell lineages. One of the recurrent themes of PU.1 function in haematopoiesis is its pivotal role in activating the expression of a range of receptors, including the genes encoding MCSFR, GMCSFR, IL3R, IL7R, and Flt3 and many homing molecules such as integrins^8, 9, 40–43^. The data presented in this study provide a novel example of this paradigm, with PU.1 controlling the interplay between the extrinsic signals that control B cell homeostasis and responsiveness and intrinsic programs that govern differentiation events essential for humoral immunity.

## Methods

### Mice and immunizations

The *Spi1* ^fl/fl9^, *Spib* ^−/−^^22^, and *Cd23*-cre^21^ mouse strains have been previously reported. All mice were maintained on a C57Bl/6 genetic background and analyzed between 6–20 weeks of age. Animals were aged and sex matched within individual experiments. The genotypes analyzed were control mice (*Cd23* ^T/+^), PU.1 cKO mice (*Spi1* ^fl/fl^ *Cd23* ^T/+^), SpiB KO mice (*Spi1* ^fl/fl^ *Cd23* ^+/+^ *Spib* ^−/−^) and PU.1 SpiB DKO mice (*Spi1* ^fl/fl^ *Cd23* ^T/+^ *Spib* ^−/−^). Mice were immunized at 6–20 weeks of age with 4 (hydroxy-3-nitrophenyl) acetyl (NP)-keyhole limpet hemocyanin (KLH) made at a molar ratio of 17:1 (NP/KLH). Antigen was precipitated in alum at a concentration of 1 mg/ml and delivered by i.p. injection (100 μg/mouse). Mice were sacrificed 14 d post immunization and single-cell suspensions were made from the spleen and bone marrow for analysis. All animal experiments were conducted according to the protocols approved by the Walter and Eliza Hall Institute animal ethics committee.

### Antibodies and flow cytometry

Single-cell suspensions were stained with mAb against mouse B220 (RA3-6B2; BD Pharmingen; 1 : 200), IgM (331.12; 1 : 800), IgD (1126 C; 1 : 800), Gr-1 (RB6-8C5; 1 : 800), CD21 (7G6; 1 : 2000), CD23 (B3B4; Biolegend; 1 : 200), IgG1 (X56; BD Pharmingen; 1 : 300), IgG3 (pooled antisera; Southern Biotech; 1 : 250), CD138 (281-2; BD Pharmingen; 1 : 600), FcgR (2.4G2; 1 : 10), BAFF-R (7H22-E16; BD Biosciences; 1 : 100), CD40 (11-0402-86; eBioscience; 1 : 200) and CD98 (RL388; Biolegend; 1 :500). Cells were analyzed on FACSCanto flow cytometers and cell sorting was carried out using FACSDiVa or Aria flow cytometers (BD Biosciences). Intracellular staining for BCL6 (7D1) was performed using the FoxP3 staining buffer set (eBiosciences). All Abs were produced in-house unless otherwise indicated. Antigen-specific B cells were identified by binding NP coupled to phycoerythrin.

### ELISpot and ELISA assays

The frequency of NP-specific antibody-secreting cells was determined by ELISpot assay. 1 × 10^6^ splenocytes were plated into replicate wells of 96-well cellulose ester–based plates (MAHA-S45-10; Millipore Corp.) coated with NP_17_–BSA, followed by 20 h culture in RPMI medium containing 50 μM 2-mercaptoethanol and 5% fetal calf serum. Plates were washed, and bound NP-specific IgG1 was revealed with goat anti-mouse IgG1 conjugated to horseradish peroxidase (1070-05; Southern Biotechnology Associates; 1 : 500) and visualized by the addition of 3-amino-9-ethyl carbazole. Spots, each representing a single antibody-secreting cell, were counted using an ELIspot reader (Autoimmune Diagnostika).

Serum Ig concentrations were measured by ELISA. All antibodies were from Southern Biotechnology Associates. Plates were coated with either goat anti-mouse IgM (1020-01; 1 : 500), IgA (1040-01; 1 : 100), IgG1 (1070-01; 1 : 500), IgG2b (1090-01; 1 : 500), IgG2c (1080-01; 1 : 500) or IgG3 (1100-01; 1 : 500), washed and exposed to a 1 : 200 dilution of mouse serum. Plates were washed and the bound Ig detected using horseradish peroxidase conjugated goat anti-mouse IgM (1020-05; 1 : 500), IgG1 (1070-05; 1 : 500), IgG2b (1090-05; 1 : 500), IgG2c (1080-05; 1 : 500), IgG3 (1100-05; 1 : 500) or biotin conjugated goat anti-mouse IgA (1040-08; 1 : 1000) followed by streptavidin- horseradish peroxidase (7100-05, 1 : 1000). Plates were visualized by the addition of 2,2′-azino-bis(3-ethylbenzothiazoline-6-sulphonic acid). Purified Ig isotype standards were used to determine the serum Ig concentrations.

### Immunofluorescence

Spleens were embedded in OCT (Tissue Tek, Sakura) and snap frozen on dry ice in a bath of isopentane. 10 µm-thick sections were fixed and permeabilized in cold acetone for 10 min, then saturated with 20% BSA in PBS for 15 min. Sections were stained using the following antibodies: B220 (RA3-6B2, FITC; 1 : 200), CD3 (2C11; produced in house; 1 : 300), IgM (donkey polyclonal, AlexaFluor 594, Jackson Immunoresearch; 1 : 800), GL7 (GL7, AlexaFluor 647, BD pharmingen; 1 : 100), goat anti-hamster IgG (DyLight 594 or 649; Biolegend; 1 : 200). Slides were mounted in Mowiol (Sigma-Aldrich) containing 2.5% DABCO (Sigma). Images were acquired using a Zeiss LSM780 confocal microscope, and analyzed with the Fiji software.

### Cell culture

Naive lymph node B cells were purified by negative selection using the B cell Isolation kit (130-090-862; Miltenyi Biotec). Cultures were seeded at 1–2 × 10^5^/ml with optimal concentrations of recombinant CD40 L (1163-CL; R&D Systems; 50 ng/ml) and IL-4 (404-ML; R&D Systems; 10 ng/ml,), or LPS (L3024; Sigma-Aldrich; 20μg/ml) ±IL-4 for 4 days before analysis or with anti-IgM (115-006-075; Jackson Immunoresearch; 10 μg/ml) and IL-4 (as above) for 3 days. For cell division tracking, purified B cells were labeled with Cell Trace Violet (CTV, Molecular Probes), prior to cell culture.

### Calcium flux

Naive resting B cells were isolated as described above and cultured for 48 h in CD40 L + IL-4, to ensure complete deletion of the *Spi1* allele in PU.1 SpiB DKO B cells. Cells were then washed extensively and rested for one hour before being resuspended in loading buffer (KDS-BSS buffer containing 0.1% glucose and 0.1% FCS) containing Indo-1 acetoxymethyl (Molecular Probes). Following an incubation for 40 min at 37 °C, loaded cells were washed extensively and then resuspended in the loading buffer indicated above. Calcium flux was measured by flow cytometry. Baseline fluorescence was established for 30 s before anti-IgM (10 μg/ml; Jackson Immunoresearch) was added and the subsequent calcium flux followed for the indicated times.

### Whole transcriptome analysis

RNA was isolated from either naive or activated (48 h in CD40 L + IL-4 or LPS + IL-4) lymph node derived B cells using the RNeasy Plus Mini kit (74,134; Qiagen). Two biological replicates were generated and sequenced for each sample. mRNA was subjected to transcriptome re-sequencing on an Illumina NextSeq sequencer. Between 15 and 90 million reads were analyzed per sample. Each sample’s read set was aligned to the GRCm38/mm10 build of the *Mus musculus* genome using the Subread aligner^44^. Only uniquely mapped reads were retained. Genewise counts were obtained using featureCounts^45^. Reads overlapping exons in annotation build 38.1 of NCBI RefSeq database were included. Genes were filtered from downstream analysis if they failed to achieve a CPM (counts per million mapped reads) value of at least 0.5 in at least two libraries. Counts were converted to log_2_ counts per million, quantile normalized and precision weighted with the “voom” function of the limma package^46, 47^. A linear model was fitted to each gene, and empirical Bayes moderated t-statistics were used to assess differences in expression^48^. Genes were called differentially expressed if they achieved a false discovery rate of 0.15 or less with a fold change >1.5. Pathway analysis was performed using the KEGG (Kyoto Encyclopedia of Genes and Genomes) database (http://www.genome.jp/kegg/)^49^ while analysis for association with particular cell lineages was performed with Enrichr^50, 51^.

### PU.1 binding analysis

The PU.1 ChIPseq dataset from LPS activated plasmablasts was downloaded from the Gene Expression Omnibus (GEO) database (GSM1843342). Sequence reads were mapped to mouse genome mm10 using Subread aligner. Only uniquely mapped reads were kept. PU.1 binding peaks were called by using MACS2 program with a false discovery rate cutoff of <10^−6^. Called peaks must also have at least 200 support reads in the 200 bp region centered on the binding summit. Peaks were assigned to genes if they occurred <20 kb upstream of the transcriptional start sites, within the gene body an <5 kb downstream of the end of transcription. Within these parameters multiple gene assignment was allowed.

### Western analysis

The polyclonal antibodies against Btk (D3H5; 1 : 1000), Rasgrp3 (C33A3; 1 : 1000) and Card11 (1D12; 1 : 1000) were from Cell Signaling Technology while the antibody against actin (I-19; 1 : 3000) was from Santa Cruz Biotechnology. Protein extracts corresponding to equal cell numbers were loaded onto the gel and subjected to western blotting using standard techniques.

### Statistical analysis

Statistical significance of non RNA-Seq data was assessed with Prism6 (GraphPad). t tests for all single comparisons were unpaired, assumed Gaussian distribution and that both populations have the same standard deviation (SD). Enrichment of PU.1 binding in DE gene lists was determined using *χ* ^2^-tests. Bar graphs display the arithmetic mean ± s.d. unless otherwise stated.

### Data availability

Sequence data that support the findings of this study have been deposited in GEO with the primary accession code GSE90094.

## Electronic supplementary material

Supplementary information

Peer review file

Description of Additional Supplementary Files

Supplementary Data

# Supplementary material for: Environmental sensing by mature B cells is controlled by the transcription factors PU.1 and SpiB
**Source:** Nat Commun. 2017 Nov 10;8:1426. doi: 10.1038/s41467-017-01605-1
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Figure 1. SpiB regulates CD23 expression on follicular B cells.** (**A**) Representative flow cytometric analysis of splenocytes from SpiB KO (*Spi1*^fl/fl^ *Cd23*^+/+^ *Spib*^-/-^; black) and control (*Cd23*^T/+^; solid grey) mice showing the expression of CD23 on follicular B cells (B220^+^ IgD^+^ IgM^int^). Numbers indicate the mean fluorescence intensity (MFI) of CD23 for the example depicted. The full gating strategy is shown in Supplementary Fig. 8A. (**B**) Graph shows the MFI ± s.d. of CD23. Each circle represents the results from an individual mouse. P values compare the indicated samples (two tailed t test). **** P<0.0001.

**Supplementary Figure 2**. **Loss of PU.1 and SpiB leads to altered serum immunoglobulin titres.** Serum immunoglobulin concentrations of the indicated isotypes are plotted as the mean ± s.d. for each of the four genotypes examined. Each circle represents the measurement from an individual mouse. P values compare the indicated samples (two tailed t test). * P<0.05, ** P<0.01, **** P<0.0001.

**Supplementary Figure 3. PU.1 and SpiB function in follicular B cells.** Lymph node follicular B cells from mice of the indicated genotype were purified using the strategy described in Supplementary Fig. 9C. RNA was extracted and whole transcriptome sequencing performed on duplicates of each cell population. (**A**) The read coverage of representative tracks is provided, showing deletion of exon 5 of *Spi1* (PU.1, boxed) and exon 6 of *Spib* in the appropriate genotypes. The exon-intron structure of *Spi1* and *Spib* is shown below. Note that *Spi1* exon 5 is partially retained in PU.1 SpiB DKO follicular B cells. (**B**) The number of differentially expressed (DE) genes (defined as log_2_ fold change >0.6 fold, log_2_ RPKM >0, P <0.15) identified for each genotype is shown relative to control B cells. Genes upregulated in the absence of the indicated transcription factor(s) are shown by bars above the line while genes downregulated are shown below. (**C)** The number of DE genes associated with the indicated haematopoietic cell lineage using Enrichr analysis is shown. (**D**) Venn diagram showing the overlap between DE genes that were downregulated in the absence of the indicated transcription factor. Boxed genes are those associated with the follicular B cell lineage.

**Supplementary Figure 4**. **PU.1 and SpiB are required for BAFF-R expression.** (**A**) RNAseq data showing the expression (in RPKM) of *Tnfrsf13c* (encoding the BAFF receptor) in resting naïve follicular B cells of the four genotypes examined. (**B**) Representative flow cytometric analysis of resting naïve follicular B cells of the indicated genotype (black lines) relative to control B cells (*Cd23*^T/+^; solid grey). Numbers indicate the mean fluorescence intensity (MFI) of BAFF-R for the example depicted. (**C**) BAFF-R expression is graphed as the MFI ± s.d. Each circle represents the results from an individual mouse. P values compare the indicated samples (two tailed t test). * P<0.05, ** P<0.01. The full gating strategies are shown in Supplementary Fig. 9B and C, respectively.

**Supplementary Figure 5**. **Minimal antibody secreting cell formation after 48h stimulation with CD40L+IL-4.** (**A**) Resting lymph node B cells from mice of the indicated genotype were cultured in the presence of CD40L+IL-4 for 48h before flow cytometric analysis. Numbers in the boxes are the proportion of CD138^+^ antibody secreting cells (<1%) or activated B cells (>90%) present in the cultures. Data are representative of two independent experiments. (**B**) Resting lymph node B cells from mice of the indicated genotype were labelled with CTV and cultured in the presence of CD40L+IL-4 for 48h before flow cytometric analysis. The indicated genotypes are shown with black lines relative to controls (solid grey). Data are representative of two independent experiments. The full gating strategies are shown in Supplementary Fig. 9C and D, respectively.

**Supplementary Figure 6. Analysis of the function of PU.1 and SpiB in B cells cultured in LPS and IL-4.** (**A**) Resting lymph node B cells from mice of the indicated genotype were labelled with CTV and cultured in the presence of LPS+IL-4 for 4d before flow cytometric analysis. Numbers in the boxes are the proportion of CD138^+^ antibody secreting cells **(**ASCs). Data are representative of 3 independent experiments. (**B**) Quantitation of the total cell number and the number of ASCs cultured as in (**A**) is shown as the mean ± s.d. (**C**) Resting lymph node B cells from mice of the indicated genotype were cultured in the presence of LPS+IL-4 for 48h. RNA was extracted and whole transcriptome sequencing performed on duplicates of each cell population. The read coverage showing deletion (boxed) of exon 5 of *Spi1* (PU.1) and exon 6 of *Spib* in the appropriate genotypes is shown mapped to the exon-intron structure. (**D**) The expression (in RPKM) of important regulators of mature B cell and ASC biology is shown for each of the four genotypes examined. * Indicates genes that are DE relative to controls (DE genes defined as log_2_ fold change >0.6 fold, log_2_ RPKM >0, P <0.15). Gene names with PU.1 peaks (P <10^-6^) are indicated in red. The full gating strategies are shown in Supplementary Fig. 9A and C, respectively.

**Supplementary Figure 7.** **PU.1 and SpiB are required for the maintenance of the expression of several BCR signalling components (A) and several immune sensors (B) in cells activated with LPS+IL-4**. Gene expression (from Supplementary Fig. S6) for the indicated genotype following stimulation with LPS+IL-4 for 48h is plotted as fold change (log_2_) relative to the expression in the control genotype. * Indicates genes that are DE relative to controls (DE genes defined as log_2_ fold change >0.6 fold, log_2_ RPKM >0, P <0.15). Gene names in (A-B) with PU.1 binding in ChIPseq analysis (P<10^-6^) are indicated in red.

**Supplementary Figure 8. Gating strategies for data in Figures 1, 2, 3 and Supplementary Figure 1.** (**A**) Gating strategy for Fig. 1A and Supplementary Figure 1 for the detection of follicular B cells (B220^+^ IgD^+^ IgM^int^), CD23 expression and MZ (B220^+^ IgM^+^ IgD^low^ CD21^+^) B cells. (**B**) Gating strategy for Fig. 2A for the detection of splenic plasma cells (B220^-^ CD138^+^ CD98^+^). (**C**) Gating strategy for the detection of isotype switched B cells (B220^+^ IgM^-^ IgD^-^ Gr-1^-^) that bind NP or (**D**) express Bcl6. In each case, the gating strategy for the control population (*Cd23*^T/+^) is shown.

**Supplementary Figure 9. Gating strategies for data in Figures 4, 7, and Supplementary Figures 3, 4, 5, 6**. (**A**) Gating strategy for Fig. 4A, 7E and Supplementary Fig. 6A for the *in vitro* differentiation of B cells into antibody secreting cells (CD138^+^) or IgG1^+^ B cells. Note, calibration beads in the second panel are gated (2.9%) and were used to calculate cell numbers. Gating strategy is shown for the control population shown in Fig. 4A. (**B**) Gating strategy for Fig. 7B, C and Supplementary Fig. 4B for the detection of BAFF-R or CD40. Gating strategy is shown for the control population in Fig. 7C. (**C**) Gating strategy for Supplementary Fig. 3A, 4A, 5A, 6C for the isolation of naïve or activated B cells for RNAseq. Sorted B cells were CD3^-^ B220^+^ CD138^-^. Gating strategy is shown for the control population in Supplementary Fig. 5A. (**D**) Gating strategy for Supplementary Fig. 5B for the detection of B cell proliferation. Data shown is for the control population. Calibration beads in the first panel are gated (19.9%) and were used to calculate cell numbers. Gating strategy is shown for the control population shown in Fig. 4A.

# Supplementary material for: Environmental sensing by mature B cells is controlled by the transcription factors PU.1 and SpiB
**Source:** Nat Commun. 2017 Nov 10;8:1426. doi: 10.1038/s41467-017-01605-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Identity of PU.1 and SpiB dependent genes.** The identity of genes differentially expressed (DE) in B cells cultured for 48h in the presence of CD40L+IL-4 between control and PU.1 KO (tab label, PU.1), control and SpiB KO (tab label, SpiB) and control and PU.1 SpiB DKO (tab label, PU.1 SpiB) genotypes, respectively. Shown for each DE gene is the  $\log_2$  fold change between the genotypes, the adjusted P value (adj.P.Val) and the average  $\log_2$  expression for all samples (AveExpr). DE genes were identified as  $\log_2$ fold change>0.6, RPKM (reads per kilobase of exon model per million mapped reads) > $\log_2$ 0 and  $P<0.15$ . Data are the mean of 2 biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

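The authors aligned the reads to GRCm38 with Subread, kept uniquely mapped reads and made the counts with featureCounts over the exons of RefSeq genes. The deposited counts are raw integers for 27179 genes in 24 libraries. The authors also deposited log2 RPKM values per library, quantile normalized. Reads were not aligned again here. The counts were the input of every test, and the deposited log2 RPKM served only as the threshold on expression. No gene was left out before the filter, and 517 entries without a symbol (0.162% of the counts) were kept in the library totals. Gene positions came from a RefSeq table of GRCm38 matched on the Entrez ID, which placed 12434 of the 12721 genes tested in the CD40L + IL-4 cultures (97.7%). Exon positions came from GENCODE vM21.

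The 8 libraries of each stage were fitted together with edgeR 4.0.16 (quasi-likelihood test, TMM normalization) in R 4.3.3, after a filter of at least 0.5 CPM in at least 2 libraries. A gene was DE at a Benjamini-Hochberg adjusted p under 0.15, a fold change over 1.5 and a mean deposited log2 RPKM over the 8 libraries above 0. The filter, the adjusted p and the fold are those of the paper's methods, and the RPKM threshold is that of a figure legend. Genes tested without a deposited RPKM numbered 227 in naive cells, 232 in CD40L + IL-4 and 0 in LPS + IL-4 cultures, and could not be DE. Adjusted p-values are over all genes tested in a comparison. Levels are TMM-normalized CPM, and their spread is the SD of 2 libraries. The comparisons with control within a stage share the same 2 control libraries. Standard errors are the log2 fold change divided by the root of the quasi-likelihood F statistic.

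Redundancy was tested as the interaction of the losses of PU.1 and SpiB, and differences between stages as the interaction of genotype and stage in a fit of all 24 libraries. The former also takes in any effect of Cre, which SpiB KO lacks, and genes that differ in the mice of 1 genotype for other reasons. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 16 list tests. The lists were the 19 BCR signalling genes of Fig. 6a, 54 genes of protein processing in the endoplasmic reticulum, 12 follicular B cell, 14 pDC, 19 macrophage, 20 CD8 T cell, 31 cell cycle and 14 plasma cell genes. The 13 regulators of Fig. 5d, the 4 receptors of Fig. 7a and the 8 genes of the BCR itself were summarized without a test of the list. The regulators and the plasma cell list share 5 genes. Clustering of DE genes was tested with Fisher's exact test in windows of 5 Mb around Spib, Spi1, Fcer2a and the H2 genes, adjusted over 16 tests.

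The samples, tests, thresholds, gene lists, alternatives and the rule for naming genes were set before the data were examined. That rule named Spi1 and Spib, each gene the paper names for its expression in RNA-seq, and the pair of largest rises and pair of largest falls in PU.1 SpiB DKO of each stage among DE genes with no overlap between the groups. It also named genes DE in SpiB KO after CD40L + IL-4 within 500 kb of Fcer2a or Spib. Other genes named (Siglech, Bst2, Cd68, Cd8a, Cd3d, Cd3g, Gm20746, Scn2b and the H2 genes), the further genes DE in SpiB KO and the tests of single genes between stages were chosen after their values were seen. A fit of voom on the 16 naive and CD40L + IL-4 libraries, the thinning of a library and the removal of Rn45s were added after the files were seen.

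The tests were first run on simulated counts with the depths and spread of these libraries, in which 200 genes changed by 1 on the log2 scale. edgeR recovered 90% of them with those of the naive stage, 89% with those of CD40L + IL-4 and 99.5% with those of LPS + IL-4, with 29, 41 and 19 false calls, and it called 0 genes in a group without changes. Replicates correlated at 0.994 to 0.998 across genes in log2 CPM.

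Whether replicate numbers pair the libraries was examined in each stage, since neither the labels nor the paper state it. Deviations from the genotype means correlated between libraries of the same number at 0.355 to 0.504 in LPS + IL-4 cultures, so these numbers may pair the libraries. The main fits of that culture nevertheless had no block for the replicate number, which was run only as an alternative. With the replicate number as a block, the genes with an interaction of the losses of PU.1 and SpiB in that culture rose from 184 to 1284. In naive cells (0.0582 to 0.211) and CD40L + IL-4 cultures (-0.069 to 0.226, 1 of 6 correlations negative) pairing was not shown.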

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

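The tests of Mybpc3, of the H2 genes and of Spi1 in LPS + IL-4 cultures in this part were chosen only after the results were seen.

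The effect of a loss differed between the stages by a test of the difference itself. For PU.1 SpiB DKO against control, 2296 of 13684 genes differed between CD40L + IL-4 cultures and naive cells (980 with a higher value in culture, 1316 with a lower one), and 3915 between LPS + IL-4 and CD40L + IL-4 cultures (1862 higher, 2053 lower). For SpiB KO, 294 genes differed between CD40L + IL-4 cultures and naive cells (55 higher, 239 lower). Each stage is a biological condition of the design, but any batch of preparation or sequencing that follows the stages cannot be separated from them. Depth differed as well, with a median of 10070288 counts in CD40L + IL-4 libraries against 38312682 in LPS + IL-4 libraries. The 1 library with far more counts than its group, PU.1 cKO replicate 2 in CD40L + IL-4 (61640683), did not account for the number of DE genes there: thinned to the depth of the others, it gave 1141 in place of 1191.

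Spi1 differed between the cultures. The log2 fold change of PU.1 SpiB DKO against control was higher by 1.54 in LPS + IL-4 than in CD40L + IL-4 (standard error 0.22, edgeR adjusted p = 0.000325). The paper reports partial retention of floxed exon 5 in naive PU.1 SpiB DKO cells, but a deletion in LPS + IL-4 as efficient as that in CD40L + IL-4. Kept exons in part of the cells may still account for the difference, against that account. Mybpc3, which rose in each genotype with floxed Spi1 and Cre, differed there by 0.070 between PU.1 SpiB DKO and PU.1 cKO, where kept exons would have lowered it. That value bears on the question only as far as Mybpc3 follows the deletion, which was not shown, so kept exons and a higher rate of transcription of the deleted gene cannot be told apart. The leave-one-out fits gave -0.23 to 0.0052 for the log2 fold change of Spi1 in LPS + IL-4.

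Mybpc3, a gene the paper does not discuss, stood at 241 to 390 CPM in the 12 libraries of PU.1 cKO and PU.1 SpiB DKO and at no more than 0.901 CPM in the 12 libraries of control and SpiB KO. SpiB KO mice carry the floxed Spi1 allele without Cre, so the floxed allele alone is excluded, and control mice carry Cre alone. Mybpc3 starts 2.39 kb beyond the end of Spi1. Transcription running past Spi1 once exon 5 is removed may raise it. Naive PU.1 SpiB DKO cells, in which the paper reports partial deletion, lay below naive PU.1 cKO cells by -0.36 on the log2 scale. This test cannot tell read-through from a loss of repression by PU.1, since both follow the deletion. Counts over whole genes do not show where reads begin.

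H2-Ea-ps, which the paper does not discuss, stood at 1143 to 2764 CPM in the 6 libraries of PU.1 cKO and at no more than 3.33 CPM in the other 18. PU.1 SpiB DKO cells too had lost Spi1 exon 5 after CD40L + IL-4 by the paper's account, and their low level argues against the loss of PU.1 as the cause. Sequence of another mouse strain around the H2 genes of the PU.1 cKO mice may be the cause, although the paper names 1 strain for all mice. Of 31 genes that changed in PU.1 cKO against control in 1 direction in all 3 stages, and in the other direction in PU.1 SpiB DKO against PU.1 cKO, 14 lie between 30 and 40 Mb of chromosome 17. This pattern leaves room for smaller changes in the other genotypes, such as that of H2-Ea-ps in PU.1 SpiB DKO after CD40L + IL-4, at 4.29 (edgeR adjusted p = 0.0344). Without genes named H2, 5 of 137 genes of that region and 17 of 11186 elsewhere, in 16 other regions of 10 Mb, had this pattern (odds ratio 24.9, Fisher's exact p = 5.38e-06). Some genes that remained, such as Gm10499 and Gm8909, lie between H2-Bl and H2-T3. Leaving out genes by name therefore does not exclude reads shared with H2 genes. Reads shared among similar H2 genes stay open: the sum over 41 H2 genes changed by -0.21 on the log2 scale in PU.1 cKO with CD40L + IL-4, by -0.19 in naive cells and by -0.12 with LPS + IL-4. In the cultures the sum moved by less than the SD of the control libraries, and in naive cells by more, which does not decide it. Within 5 Mb of the H2 genes 17.9% of genes were DE in PU.1 cKO after CD40L + IL-4 against 9.30% elsewhere, 16.5% against 8.30% in naive cells and 15.6% against 6.54% with LPS + IL-4.

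After CD40L + IL-4, 7 of the 112 genes tested within 5 Mb of Spib, Spib itself left out, were DE in SpiB KO, against 6 of 12320 elsewhere (odds ratio 136, Fisher's exact adjusted p = 1.05e-10). The paper does not discuss these genes. In windows of the same size around Spi1 and Fcer2a the lowest adjusted p of the 4 comparisons was 0.858. In naive cells the shares were 19.6% and 6.29%, and with LPS + IL-4 16.0% and 2.20%. Sequence linked to the targeted Spib allele may be the cause, since every mouse without SpiB would share it. In the other stages the 7 genes gave 12 pairs of gene and stage that could be tested, and all 12 moved in PU.1 SpiB DKO against PU.1 cKO in the direction seen in SpiB KO, with an adjusted p under 0.15. Of 8 genes changed alike in SpiB KO and PU.1 SpiB DKO in all 3 stages, 6 lie between 40 and 50 Mb of chromosome 7, and Gm20746 and Scn2b lie on chromosomes 10 and 9. The same values would follow if SpiB acted on its neighbours, which was not tested.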

How the results depend on the processing

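The voom fit on 16 libraries was chosen only after the files were seen. Unless a reason is given, the cause of a change was not tested. Of 145 results for single genes, 128 kept their direction and their side of the threshold under every alternative run other than the fits that left out 1 library. Over the other 17, single alternatives gave 25 stronger and 12 weaker values. For the numbers of DE genes, 108 alternative values lay within 1.5 times the reported number and 22 did not. For interaction counts these numbers were 13 and 23. The 32 alternative tests of windows, and 6 of shared or published genes, gave the same outcome.

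An adjusted p under 0.05 lowers counts by construction. It gave 614 DE genes in naive PU.1 cKO and 436 in naive SpiB KO. With CD40L + IL-4 it gave 789 in PU.1 cKO, 7 in SpiB KO and 172 between PU.1 SpiB DKO and PU.1 cKO, and with LPS + IL-4 179 in SpiB KO. Interactions of the losses of PU.1 and SpiB then numbered 41 (naive), 46 (CD40L + IL-4) and 58 (LPS + IL-4). Differences between stages numbered 1275 and 2079 for the double loss (the latter between cultures) and 150 for SpiB KO. Dropping the RPKM threshold raises counts by construction. It gave 1203 (SpiB KO), 2652 (PU.1 SpiB DKO) and 1614 (PU.1 SpiB DKO against PU.1 cKO) in naive cells, and 1310 (PU.1 cKO) and 1569 (PU.1 SpiB DKO against PU.1 cKO) with LPS + IL-4.

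The 14 DE genes of SpiB KO after CD40L + IL-4 became 9 with voom and quantile normalization, 60 with DESeq2, 149 without the filter on low counts, 47 with the replicate number as a block, 55 in a fit of all 24 libraries, 32 with only the libraries compared and 30 with voom on 16 libraries. The 383 of PU.1 SpiB DKO against PU.1 cKO became 712 without the filter, 623 with the block and 642 with all 24 libraries. The 285 of SpiB KO after LPS + IL-4 became 179 with all 24 libraries. Interactions numbered 410, 284 and 373 with DESeq2 (naive, CD40L + IL-4, LPS + IL-4), 1088, 647 and 779 without the filter, 1414, 409 and 1284 with the block, and 336, 523 and 84 with all 24 libraries. voom gave 75 with CD40L + IL-4. The 294 differences of SpiB KO between stages became 194 with voom, 444 with DESeq2, 1128 with the block and 765 without the filter. The block is fitted where pairing was not shown in naive and CD40L + IL-4 libraries. Beyond Bcl6 in PU.1 SpiB DKO and the interaction count it changed no other LPS + IL-4 result reported here.

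Under voom the share of DE genes that were higher moved by more than 10 points in 4 comparisons. It went from 74.1% to 61.04% for PU.1 SpiB DKO against PU.1 cKO in naive cells, from 64.3% to 44.4% for SpiB KO with CD40L + IL-4, and with LPS + IL-4 from 64.6% to 54.1% for PU.1 SpiB DKO and from 70.6% to 59.3% for PU.1 SpiB DKO against PU.1 cKO. No scaling moved the median of all genes by 0.1 on the log2 scale.

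With the correlation between genes estimated from the data, camera passed an adjusted p of 0.05 for none of the 14 list results called at the preset correlation, the lowest being 0.0675. Their medians do not depend on this choice: -0.78, -0.14, -1.29 and -0.39 for BCR signalling (PU.1 cKO, SpiB KO and PU.1 SpiB DKO with CD40L + IL-4, PU.1 SpiB DKO with LPS + IL-4), 0.41, 0.64 and 0.36 for protein processing (PU.1 cKO, PU.1 SpiB DKO, and PU.1 SpiB DKO with LPS + IL-4), -0.23, -0.18 and -0.59 for follicular B cells (PU.1 cKO, SpiB KO, PU.1 SpiB DKO), and 2.48 (pDC), 1.01 (macrophage), 0.60 (CD8 T cell) and 1.29 (plasma cell). fry lost only the BCR signalling list in SpiB KO (-0.14, adjusted p = 0.459).

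Across the 4 fits that each left out 1 library, the median of the BCR signalling list ranged over -0.88 to -0.70 in PU.1 cKO, -0.31 to 0.055 in SpiB KO and -1.31 to -1.12 in PU.1 SpiB DKO, and -0.38 to -0.32 in PU.1 SpiB DKO with LPS + IL-4. Protein processing ranged over 0.37 to 0.52 in PU.1 cKO and 0.59 to 0.68 in PU.1 SpiB DKO, and 0.27 to 0.41 with LPS + IL-4, the lowest without control replicate 1. The follicular B cell list ranged over -0.28 to -0.17, -0.27 to -0.18 and -0.67 to -0.45 in the same order of genotypes, the pDC list over 2.02 to 3.01, the macrophage list over 0.62 to 1.58, the CD8 T cell list over 0.41 to 1.12 and the plasma cell list over 1.09 to 1.54. The cell cycle list ranged over -0.046 to 0.29 in PU.1 cKO (negative without control replicate 2) and -0.23 to 0.14 in PU.1 SpiB DKO (positive without control replicate 1). The single genes that changed sign, with their ranges, were in PU.1 cKO with CD40L + IL-4 Bach2 (-0.28 to 0.16), Tlr4 (-0.031 to 0.27) and Syk (-0.33 to 0.17), in SpiB KO Bach2 (-0.26 to 0.18) and Tlr4 (-0.17 to 0.14), and in PU.1 SpiB DKO Cd79a (-0.070 to 0.25), Iglc3 (-0.18 to 0.35), Ighd (-1.39 to 0.11) and Ighe (-0.66 to 0.86). With LPS + IL-4 they were Spi1 (-0.23 to 0.0052) and Malt1 (-0.23 to 0.026) in PU.1 SpiB DKO. These fits leave 1 library in a group and give no p.

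The depth and spread of the CD40L + IL-4 libraries limit their counts. Of simulated genes that changed 2-fold, edgeR recovered 89% there against 99.5% with those of the LPS + IL-4 libraries, and of simulated interactions of that size 93 of 200 against 168, so counts of interactions there miss many of this size.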

Differences from the paper's values

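The paper states 547 DE genes in naive PU.1 cKO and 332 in naive SpiB KO, where 1050 and 794 were found here. Of the alternatives set before the data were examined, an adjusted p under 0.05 brought both within 1.5 times of the paper's values, at 614 and 436. None of the others did: voom with quantile normalization gave 894 and 680, DESeq2 1045 and 861, median-ratio size factors 1064 and 821, no filter on low counts 1271 and 1046, the replicate block 1227 and 986, all 24 libraries 1120 and 873, only the libraries compared 876 and 597, a log2 fold change of 0.6 1018 and 775, and no RPKM threshold 1342 and 1203. voom on the 16 naive and CD40L + IL-4 libraries, chosen after seeing the values, gave 849 and 606 and did not close the gap either.

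For SpiB KO after CD40L + IL-4 the paper states 17 DE genes and 14 were found here. Without the RPKM threshold the number was 17. Only 7 genes are on both lists. voom on 16 libraries, chosen after seeing the values, called 30 genes there, including all 17 of the paper's list. Trappc5 is on the paper's list, and here its log2 fold change was -0.86 (adjusted p = 0.19) by edgeR, with adjusted p-values of 0.00633 (DESeq2), 0.0289 (replicate block) and 0.00529 (all 24 libraries). Spib itself is not on that list and was DE here.

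In Fig. 5d the paper marks Pax5, Bach2, Irf4, Tcf3, Tcf4, Prdm1, Xbp1, Ell2 and Cebpb, among others, as changed in 1 or both mutants, and leaves Bcl6 unmarked. Here Bcl6 was DE in PU.1 cKO at -1.09 (adjusted p = 0.142) and in PU.1 SpiB DKO at -1.22 (adjusted p = 0.0838), both by edgeR. Tcf3 is marked as raised in PU.1 SpiB DKO, but at 0.41 (adjusted p = 0.0898) it was below a fold change of 1.5 here and under every alternative run, the highest value on all libraries being 0.44 with voom and the highest with 1 library left out 0.47. Prdm1 and Tcf3 are marked in the figure and absent from the supplementary lists.

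In Fig. 6a the paper marks Pirb as lowered in both mutants. Here it fell by 4.27 and 3.39 on the log2 scale and was not DE because its mean log2 RPKM was below 0. Without the RPKM threshold it was DE in both. The paper describes the genes of the BCR itself as normally expressed in PU.1 SpiB DKO. Here Ighm, Igkc and Iglc1 rose by 0.84, 0.79 and 0.95, each with an edgeR adjusted p under 0.05 (0.00869, 0.0202 and 0.00811).

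The paper describes the changes of the regulators after LPS + IL-4 as similar to those after CD40L + IL-4. Here Bcl6 and Tcf4 went from a fall in PU.1 SpiB DKO with CD40L + IL-4 (-1.22 and -0.70) to 0.51 and 0.26 with LPS + IL-4. Irf8 and Pou2af1, which were not DE with CD40L + IL-4, were DE with LPS + IL-4, at 0.66 (adjusted p = 0.000547) and 1.03 (adjusted p = 9.71e-05) by edgeR.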

Other observations

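The tests of pDC genes between control replicates, of T cell genes and of reads shared by Trappc5 and Fcer2a in this part were chosen only after the results were seen. The removal of Rn45s was added after the files were seen. The others were set before.

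A list of 31 cell cycle genes had a median log2 fold change after CD40L + IL-4 of 0.15 in PU.1 cKO (camera adjusted p = 0.181) and -0.11 in PU.1 SpiB DKO (camera adjusted p = 0.806). The medians were -0.046 without control replicate 2 and 0.14 without control replicate 1, so neither has a settled sign.

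Trappc5, whose 3′ end lies beside that of Fcer2a, fell in naive SpiB KO cells by 0.71 on the log2 scale (edgeR adjusted p = 0.00448). SpiB KO mice lack the Cd23-Cre transgene, which may alter these counts. Naive PU.1 SpiB DKO cells, which carry it, changed by -0.57 against control (edgeR adjusted p = 0.00545), which argues against the missing transgene. Reads of Fcer2a counted on Trappc5, which it overlaps, would lower both genes together. Fcer2a fell further in naive PU.1 SpiB DKO than in naive SpiB KO cells, by 1.36 on the log2 scale, while Trappc5 differed by 0.13 (standard error 0.11), where a change of -0.29 would follow if its fall in SpiB KO came from such reads alone. In naive PU.1 cKO cells Trappc5 changed by -0.12 (standard error 0.11), where -0.37 would follow. In naive cells these values argue against shared reads as the whole cause. In PU.1 cKO with CD40L + IL-4 the genes did fall together, Trappc5 by 0.65 (edgeR adjusted p = 0.0396) and Fcer2a by 1.84 (edgeR adjusted p = 0.000103). In that culture Trappc5 and Fcer2a were also lower against control in SpiB KO (-0.86 and -0.76) and PU.1 SpiB DKO (-0.53 and -1.78). Between PU.1 SpiB DKO and SpiB KO, however, they differed by 0.33 (standard error 0.17) and -1.02. In PU.1 cKO with LPS + IL-4 they changed by 0.085 (standard error 0.081) and -0.44. The cultures thus went both ways, and shared reads stay open there and as a part of the fall. An effect of SpiB on Trappc5 was not tested.

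Genes of other lineages were higher in naive SpiB KO cells. Other cells among the sorted B cells may be the source. The 6 most abundant genes of each list had medians of 1.37 (pDC), 0.95 (macrophage) and 0.65 (CD8 T cell). They belong to the lists whose rise raised the question, so they cannot tell other cells from expression by B cells. CD8 T cells as the source were tested further. Cd3d and Cd3g reached at most 1.19 CPM in a naive SpiB KO library, while Cd8a rose to a mean of 203 CPM. This argues against CD8 T cells. The pDC list differed by a median of 1.02 between control replicates 1 and 2 (12 of 14 genes higher in replicate 1), above the upper limit of 0.17 that holds 95% of 10000 random lists of similar abundance. The macrophage list (0.91 against a limit of 0.63) and the CD8 T cell list (0.69 against 0.22) also differed, and the follicular B cell list (-0.011) did not. A share of pDC that varies between samples may account for this. The test rests on a pair of libraries of 1 genotype, and genes regulated together within B cells would vary together too, so expression of these genes by B cells without SpiB stays open.

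Library composition was weighed for the numbers of DE genes after CD40L + IL-4. PU.1 SpiB DKO replicate 1 held 6.64% of its counts on Rn45s. Without that gene the number of DE genes in PU.1 SpiB DKO was 1741 against 1738 with it. TMM normalization had already scaled this library, by a factor of 0.94, so removing 1 gene could hardly move the number. The test therefore does not decide whether the composition of this library contributed.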
